# Evidence for a Contribution of ALA Synthesis to Plastid-To-Nucleus Signaling

**DOI:** 10.3389/fpls.2012.00236

**Published:** 2012-10-29

**Authors:** Olaf Czarnecki, Christine Gläßer, Jin-Gui Chen, Klaus F. X. Mayer, Bernhard Grimm

**Keywords:** ALA synthesis, retrograde signaling, gabaculine, *gun* mutants, microarray analysis

## Abstract

The formation of 5-aminolevulinic acid (ALA) in tetrapyrrole biosynthesis is widely controlled by environmental and metabolic feedback cues that determine the influx into the entire metabolic path. Because of its central role as the rate-limiting step, we hypothesized a potential role of ALA biosynthesis in tetrapyrrole-mediated retrograde signaling and exploited the direct impact of ALA biosynthesis on nuclear gene expression (NGE) by using two different approaches. Firstly, the *Arabidopsis* *gun1*, *hy1* (*gun2*), *hy2* (*gun3*), *gun4* mutants showing uncoupled NGE from the physiological state of chloroplasts were thoroughly examined for regulatory modifications of ALA synthesis and transcriptional control in the nucleus. We found that reduced ALA-synthesizing capacity is common to analyzed *gun* mutants. Inhibition of ALA synthesis by gabaculine (GAB) that inactivates glutamate-1-semialdehyde aminotransferase and ALA feeding of wild-type and mutant seedlings corroborate the expression data of *gun* mutants. Transcript level of photosynthetic marker genes were enhanced in norflurazon (NF)-treated seedlings upon additional GAB treatment, while enhanced ALA amounts diminish these RNA levels in NF-treated wild-type in comparison to the solely NF-treated seedlings. Secondly, the impact of posttranslationally down-regulated ALA synthesis on NGE was investigated by global transcriptome analysis of GAB-treated *Arabidopsis* seedlings and the *gun4-1* mutant, which is also characterized by reduced ALA formation. A common set of significantly modulated genes was identified indicating ALA synthesis as a potential signal emitter. The over-represented gene ontology categories of genes with decreased or increased transcript abundance highlight a few biological processes and cellular functions, which are remarkably affected in response to plastid-localized ALA biosynthesis. These results support the hypothesis that ALA biosynthesis correlates with retrograde signaling-mediated control of NGE.

## Introduction

Organellar genes translocated to the nucleus of host organisms during the process of evolution remain necessary for the function of organelles that now support important processes within their hosts. For example, several thousand nucleus-encoded proteins are required for chloroplast biogenesis, including the formation of complexes consisting of both nuclear and plastid-encoded subunits (Timmis et al., 2004). This bigenome-dependent assembly of functional protein complexes requires a finely tuned balance of anterograde and retrograde control. While anterograde control determines organellar metabolism and gene expression, nuclear gene expression (NGE) are under retrograde control responding to organelles. However, detailed knowledge about signaling molecules and pathways is still lacking (Papenbrock and Grimm, 2001; Brusslan and Peterson, 2002; Surpin et al., 2002; Gray et al., 2003; Pfannschmidt et al., 2003; Baier and Dietz, 2005; Beck and Grimm, 2006; Pogson et al., 2008; Kleine et al., 2009; Jung and Chory, 2010).

Physiological and genetic analyses of NGE modulation indicate that tetrapyrrole-mediated signaling may be an important mechanism for retrograde control over NGE. Down-regulation of individual enzymatic steps of tetrapyrrole biosynthesis (Figure 1), as a result of either gene silencing or enzyme inhibitors, has been shown to reduce the expression of a *LHCB* gene encoding a light-harvesting chlorophyll (Chl)-binding protein of photosystem II in a number of studies. For example, in initial experiments, the iron-chelating 2,2-dipyridyl was applied to light-exposed cultures of the green algae *Chlamydomonas reinhardtii*, resulting in accumulation of protoporphyrin IX (Proto) and Mg protoporphyrin IX monomethylester (MgProtoME) and, concomitantly, in reduced *LHCB* mRNA content (Johanningmeier and Howell, 1984). Later studies found increased levels of *LHCB* transcripts in dark-grown *C. reinhardtii* cultures fed with Mg porphyrin, as well as in *Chlamydomonas* *CHLH* and *CHLD* (Figure 1) deletion mutant strains where Mg porphyrin had accumulated, which underlines the correlation between Mg porphyrin-mediated signaling and NGE (Kropat et al., 1997; La Rocca et al., 2001; Vasileuskaya et al., 2004). The accumulation of MgProtoME in dark-incubated cress seedlings through inhibition by thujaplicin resulted in elevated *LHCB* mRNA content that was likely related to a metabolic response resembling light-induced control of nuclear genes for photosynthesis and plastid development (Oster et al., 1996). Last, inactivation of Mg chelatase, Mg protoporphyrin IX (MgProto) methyltransferase, and Chl synthase (Figure 1) resulted in altered expression of multiple nuclear-encoded genes in the tetrapyrrole biosynthesis in transgenic tobacco plants (Papenbrock et al., 2000b; Alawady and Grimm, 2005; Shalygo et al., 2009).

**Figure 1:**
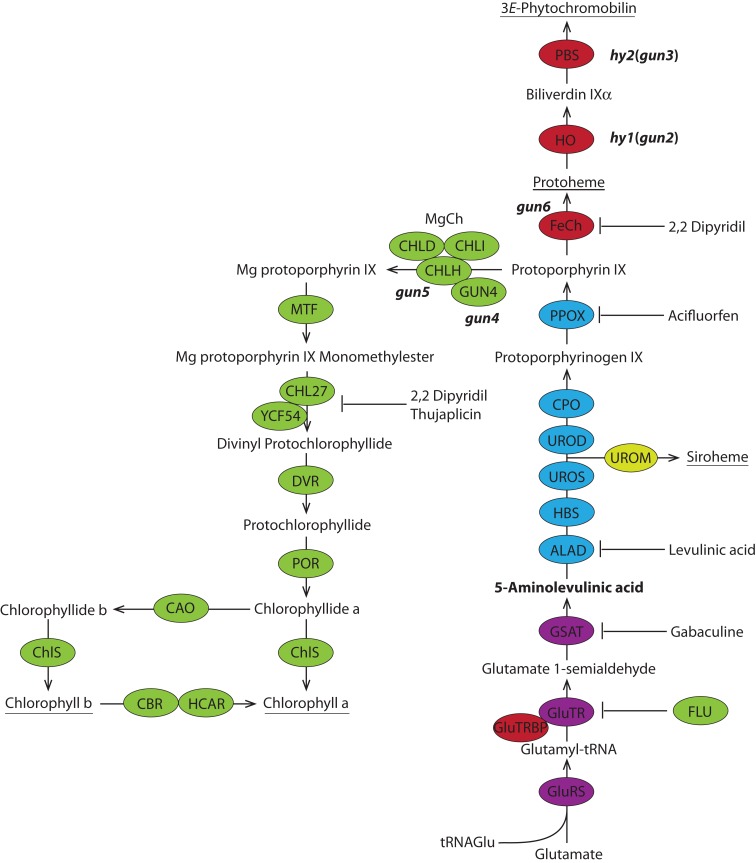
**Metabolic pathway of tetrapyrrole biosynthesis in plants**. The color code comprise the five sections of the tetrapyrrole biosynthetic pathway: ALA synthesis purple, porphyrin synthesis blue, the Fe branch red, Mg branch green, siroheme synthesis yellow. The universal precursor of all tetrapyrroles 5-aminolevulinic acid (ALA) is synthesized from glutamate via a three-step reaction. ALA is further metabolized to protoporphyrin IX before the pathway branches into heme (and phytochromobilin) and chlorophyll biosynthesis. The ratio of chlorophyll a and b is balanced in the chlorophyll cycle. The end products of the pathway are underlined. Mutants of tetrapyrrole biosynthetic enzymes that play a role in plastid-to-nucleus signaling and inhibitors of certain enzymatic steps are shown. ALAD, ALA dehydratase; CAO, Chl a oxygenase; CBR, chlorophyll b reductase; ChlS, chlorophyll synthase; CPO, coproporphyrinogen III oxidase; DVR, divinyl protochlorophyllide reductase; FeCh, Fe chelatase; FLU, flourescent; GluRS, glutamyl-tRNA synthetase; GluTR, glutamyl-tRNA reductase; GluTRBP, GluTR binding protein; GSAT, glutamate-1-semialdehyde aminotransferase; HBS, hydroxymethylbilane synthase; HCAR, 7-hydroxymethyl chlorophyll a reductase; HO, heme oxygenase; MgCh, Mg chelatase; MTF, Mg protoporphyrin IX methyltransferase; PBS, phytochromobilin synthase; POR, light dependent NADPH-protochlorophyllide oxidoreductase; PPOX, protoporphyrinogen IX oxidase; UROD, uroporphyrinogen III decarboxylase; UROM, uroporphyrinogen III methyltransferase; UROS, uroporphyrinogen III synthase.

A mutant screen of *Arabidopsis* seedlings treated with norflurazon (NF), an inhibitor of carotenoid biosynthesis, identified components of retrograde signaling contributing to un-coupling of *LHCB* expression from chloroplast development (Susek et al., 1993). Four out of five *genomes uncoupled* (*gun*) mutants were reported to encode proteins involved in tetrapyrrole biosynthesis (Figure 1). *GUN2* and *GUN3*, encoding the heme oxygenase and the phytochromobilin synthase (Mochizuki et al., 2001), are allelic to *hy1* and *hy2*, respectively. The *Arabidopsis* *hy* mutants have been initially identified in mutant screens for deficits in light signaling (Chory et al., 1989). These mutants are phytochrome-deficient due to impaired synthesis of the chromophore phytochromobiline. *GUN4* encodes a regulator of Mg chelatase activity (Larkin et al., 2003; Peter and Grimm, 2009) and *GUN5* encodes the CHLH subunit of Mg chelatase (Mochizuki et al., 2001). *GUN1* encodes a plastid-localized protein of the pentatricopeptide-repeat protein family that acts independently of tetrapyrrole biosynthesis (Koussevitzky et al., 2007). Accumulation of MgProto was compared from wild-type, *gun5* and *gun2* and it has been proposed that due to its prevalence MgProto likely acts as a signaling molecule for the expression of *LHCB1* and other nuclear-encoded genes (Strand et al., 2003). However, in more recent studies, no clear correlation was shown between steady-state levels of MgProto and *LHCB* expression in NF-treated *Arabidopsis* seedlings. It was suggested that phenotypical differences between *gun* and wild-type seedlings, including *LHCB* expression, may be attributed to ROS-based retrograde signaling (Mochizuki et al., 2008; Moulin et al., 2008). In addition, transgenic plants overexpressing *FCI* encoding ferrochelatase I (Figure 1) show *gun*-like altered expression of photosynthesis-associated nuclear genes (PhANGs) highlighting heme as a potential signaling molecule in plastid-to-nucleus communication (Woodson et al., 2011).

Taken together, this evidence indicates that tetrapyrrole intermediates, such as Mg porphyrins, and endproducts, such as heme, are potential emitters of plastid-derived retrograde signals generated from tetrapyrrole metabolism. However, steady-state levels of tetrapyrrole metabolites and endproducts are also usually correlated with the synthesis of 5-aminolevulinic acid (ALA, Figure 1), which is the rate-limiting step of tetrapyrrole biosynthesis (Papenbrock et al., 2000a; Alawady and Grimm, 2005; Shalygo et al., 2009; Peter et al., 2010).

In cyanobacteria, algae and plants ALA is synthesized in a three-step reaction including activation of glutamate by binding to a plastid tRNA^Glu^ followed by a reduction of glutamate to glutamate-1-semialdehyde catalyzed by glutamyl-tRNA reductase (GluTR) and a final transamination mediated by glutamate-1-semialdehyde aminotransferase (GSAT; Figure 1). Following synthesis, ALA is further processed in the branched pathway leading to the tetrapyrrole end products Chl, heme, siroheme, and phytochromobilin (Figure 1; Papenbrock and Grimm, 2001; Tanaka and Tanaka, 2007).

5-Aminolevulinic acid synthesis is controlled at the transcriptional and posttranslational level by changes in environment (e.g., light, temperature) and endogenous stimuli, such as hormonal and metabolic feedback regulation. Furthermore, several feedback-control mechanisms affect ALA biosynthesis on a posttranslational level. The negative regulator FLU binds to GluTR and mediates the suppression of ALA synthesis in the dark (Meskauskiene et al., 2001; Meskauskiene and Apel, 2002), most likely by interaction with protochlorophyllide oxidoreductase (POR) and in response to immediate accumulating Pchlide (Richter et al., 2010; Kauss et al., 2012). For example, the *Arabidopsis* *flu* mutant does not down-regulate GluTR activity, and accumulates Pchlide in darkness which subsequently generates singlet oxygen upon light exposure (Op den Camp et al., 2003).

Our aim was to examine the strong regulatory impact of ALA synthesis on tetrapyrrole biosynthesis, including its potential role in retrograde signal-mediated NGE derived from tetrapyrrole metabolism. We show that reduced ALA synthesis in *gun4-1* mutants, and inhibition of ALA synthesis by gabaculine (GAB) in wild-type *Arabidopsis* seedlings, lead to elevated transcript levels of photosynthetic genes if treated with NF. Taken together, these data support the idea that ALA-mediated retrograde signaling may modify NGE in *Arabidopsis* plants.

## Materials and Methods

### Plant growth conditions

The *hy1* and *hy2* mutants of *Arabidopsis thaliana* L. originated from the ecotype Landsberg erecta (Ler-0) background (Chory et al., 1989), and *gun1-1* and *gun4-1* mutants (Col-0 background) were initially described in Susek et al. (1993) and Larkin et al. (2003), respectively. For analysis of etiolated, de-etiolated, and 7-day-old wild-type and mutant seedlings, seeds were surface-sterilized and plated onto 0.5× MS medium (Murashige and Skoog, 1962) supplemented with 1% (w/v) sucrose 0.8% (w/v) agar. After vernalization at 4°C for 2 days, plates and pots were transferred to a growth chamber with light intensity of 100–120 μmol photons m^−2^ s^−1^ at 22–23°C under a 12-h light/12-h dark regime. Etiolated seedlings were exposed to light for 2 h to synchronize germination before they were dark-incubated for 3 days. Ten micromolars of GAB (5-aminocyclohexa-1,3-diene-1-carboxylic acid) or 100 μM ALA or 1 μM NF were supplied to the MS medium as indicated in the results.

### Determination of ALA

5-Aminolevulinic acid content was measured using the method from Mauzerall and Granick (1956). Seedlings or leaves (100–200 mg fresh weight) were harvested 1 h after the start of illumination and incubated in a buffer containing 50 mM Tris-HCl (pH 7.2) and 40 mM levulinate for 3 h at 22–23°C and 100 μmol photons m^−2^ s^−1^. Following the incubation, plant material was dried, weighed, and frozen in liquid nitrogen. Frozen samples were homogenized, resuspended in 20 mM K-phosphate buffer (pH 6.8) and centrifuged for 10 min at 16,000 × *g*. Four hundred microliters of the supernatant were mixed with 100 μl ethyl acetoacetate and boiled for 10 min at 100°C. Samples were mixed with 500 μl modified Ehrlich’s reagent (373 ml acetic acid, 90 ml 70% v/v perchloric acid, 1.55 g HgCl_2_, 9.10 g 4-dimethylaminobenzaldehyde diluted to 500 ml with H_2_O) and centrifuged for 5 min at 16,000 × *g*. Absorption was measured at 526, 553, and 720 nm and the ALA content of the samples was calculated using a standard curve generated by commercial ALA (Sigma–Aldrich Inc.).

### Determination of the Pchlide content

Extraction of Pchlide was performed according to the protocol of Koski and Smith (1948). Etiolated *Arabidopsis* WT and mutant seedlings (100–300 mg fresh weight) were treated with steam for 2 min, ground in liquid nitrogen, and extracted three times in alkaline acetone (9 vol 100% acetone: 1 vol 0.1 N NH_4_OH). After centrifugation at 16,000 × *g* for 10 min the supernatants were collected and Pchlide content was determined by fluorescence spectroscopy. Extracts were excited at 433 nm and fluorescence emission was recorded at 632–633 nm. For calibration, a Pchlide standard was extracted from 7-day-old etiolated barley leaves (Koski and Smith, 1948) and quantified using the Pchlide extinction coefficient in diethyl ether at 623 nm of 35,600 M^−1^ cm^−1^ (Dawson et al., 1986).

### Pigment analysis

Chlorophyll and carotenoids were extracted from 100 mg (fresh weight) of seedlings or leaf material with 80% (v/v) acetone containing 10 μM potassium hydroxide. Supernatants of three extraction steps were combined and analyzed spectrophotometrically (Lichtenthaler, 1987; Czarnecki et al., 2011b).

### Quantitative real-time PCR

Total RNA of seedlings was extracted using the Invisorb Spin Plant RNA Mini Kit (Invitek, Germany). A cDNA was reversely transcribed using 2 μg total RNA, oligo-dT_18_ Primer and RevertAid™ M-MuLV Reverse Transcriptase (Fermentas) according to the manufacturer’s instructions. Real-time PCR was performed using a StepOnePlus and SYBR Green PCR Master Mix (Applied Biosystems) containing ROX as internal control. For all PCRs the following cycling conditions were used: 10 min at 95°C, 40 cycles of 15 s at 95°C, and 60 s at 60°C. Primers used are given in Table S1 in Supplementary Material. Calculation of expression levels in relation to *AtSAND* (At2g28390) or *AtACT2* (At3g18780) expression was performed using the 2^−ΔΔCt^ method according to Livak and Schmittgen (2001).

### Microarray hybridization and data analysis

Microarray analysis was performed using the ATH1 *Arabidopsis* GeneChip. The quality control of RNA, preparation of biotinylated RNA, and hybridization was performed at KFB Regensburg^1^ using the GeneChip® 3′ IVT Express Kit and Affymetrix standard protocols. All microarray data reported here are described following MIAME guidelines and deposited in NCBI Gene Expression Omnibus (GEO) under the accession number GSE27704.

#### Normalization and differential expression

In order to analyze differential expression among the *Arabidopsis* wild-type Col-0 control, the wild-type seedlings treated with GAB, and the *gun4-1* mutant, microarray signal intensities were calculated from raw data by using robust multi-array average (RMA) expression measure (Irizarry et al., 2003). Subsequently, pairwise comparisons between all wild-type replicates and all GAB-treated replicates or all *gun4-1* replicates were performed to tag differentially expressed genes in treated or mutant seedlings. For this purpose, the LIMMA package (Smyth, 2004) in R/Bioconductor (Gentleman et al., 2004) was used with an empirical Bayes linear modeling approach. The obtained *P*-values for multiple testing were corrected according to Benjamini and Yekutieli (2001). Genes were considered to be significantly differentially expressed if their respective *P*-value was ≤0.05 and the log-fold change was either <log(2/3) or >log(3/2).

#### Heatmaps

A set of these differentially expressed genes was clustered according to their log-fold change using a *k*-means clustering approach in *R* (Hartigan and Wong, 1978; Ihaka and Gentleman, 1996). The expression of each gene in each cluster was depicted using a heatmap implemented in the *R* stats package. The scaling was based on rows, thus left at default, while the colors were set to an interpolation of blue and yellow. The genes being clustered in a Venn diagram were depicted alike.

#### Gene ontology-enrichment analysis

Gene ontology (GO)-enrichment analysis was performed using different algorithms: (i) a customized program was used for calculating over-represented GO terms (Ashburner et al., 2000) in a given set of genes. GO files (released 2010/05) were downloaded from the GO website^2^, and GO annotations for *Arabidopsis* from the TAIR website^3^ (release TAIR9). The subsequent calculation was based on hypergeometric distribution. The resulting *P*-value was corrected using the Bonferroni correction. GO terms with a probability of ≤0.05 were accepted as significant, whereas greater values lead to a rejection of a specific GO term. (ii) The program BiNGO 2.44 with Cytoscape 2.7 (Maere et al., 2005) was used together with the Amigo website^4^. A correction for false discovery rates was determined with BiNGO software using the method of Benjamini and Hochberg (1995).

#### Motif discovery

For motif discovery we used FIRE, Finding Informative Regulatory Elements (Elemento et al., 2007). Based on the concept of mutual information, FIRE calculates putative *cis* elements in a set of genes using a database of promoter elements. Further, FIRE scores simple motif definitions in the form of *k*-mers, searching each combination for under- or over-representation in a defined set of genes. It is possible to define a set of genes using a continuous FIRE approach or using a pre-clustered set as discrete approach. For our analysis, we used a 2-kb upstream promoter annotation based on TAIR9. We further used FIRE in a continuous analysis with a standard robustness index threshold of 6, and with 3–10 *k*-mers.

### Statistical note

All experiments were performed independently three to six times. In order to test the significant differences between calculated values, equality of variances was tested by a *F*-test followed by Student’s *t*-test using a *P*-value of <0.05 as the threshold for significant difference.

## Results

### *Arabidopsis gun* mutants share reduced ALA synthesis rates

Inactivation of the expression of Mg chelatase, MgProto methyltransferase, and Chl synthase, enzymes in the Chl-synthesizing branch, results in diminished ALA-forming capacity (Papenbrock et al., 2000b; Alawady and Grimm, 2005; Shalygo et al., 2009). Since all but one known *Arabidopsis* *gun* mutants are also affected in genes related to tetrapyrrole biosynthesis (Nott et al., 2006), we collectively tested the *Arabidopsis* *gun1-1*, *hy1* (allelic to *gun2*), *hy2* (allelic to *gun3*), and *gun4-1* mutants for their *in vivo* ALA synthesis rate. Analysis of 7-day-old *hy1*, *hy2*, and *gun4-1* mutant seedlings revealed a severe reduction in ALA synthesis rate compared to their corresponding wild-types Ler-0 and Col-0 (Figure 2); ALA formation was also reduced in *gun1-1* seedlings. As a consequence of decreased ALA formation, the contents of Chl (a + b) and carotenoids were significantly reduced in 7-day-old *hy1*, *hy2*, *gun1-1*, and *gun4-1* seedlings compared with wild-type seedlings (Table 1).

**Figure 2:**
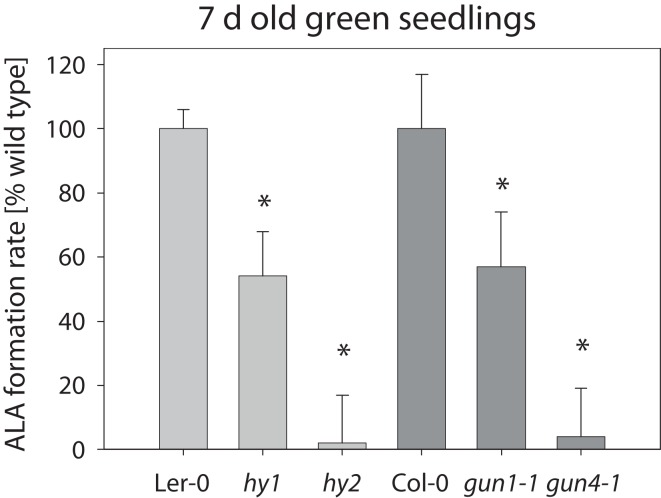
**ALA formation rate in four *Arabidopsis hy1*, *hy2*, *gun1-1*, and *gun4-1* mutants**. The ALA formation rate was determined in the leaves of 7-day-old seedlings grown on 0.5× MS medium supplemented with 1% (w/v) sucrose and given in% of the corresponding wild-type Ler-0 (light gray, 11 pmol ALA mg fw^−1^ h^−1^) or Col-0 (dark gray, 20 pmol ALA mg fw^−1^ h^−1^), respectively. Data are means of at least three biological replica ± SD. * Indicates a significant difference from wild-type at a level of *P* < 0.05.

**Table 1:** **Pigment content of 7-day-old *Arabidopsishy1*, *hy2*, *gun1-1*, and *gun4-1* mutants and the corresponding wild-type seedlings Ler-0 and Col-0**.

Line	Chl (a + b) (ng mg fw^−1^)	Carotenoids (ng mg fw^−1^)
Ler-0	172 ± 29	42 ± 5
*hy1*	102 ± 9*	32 ± 3
*hy2*	68 ± 15*	22 ± 6*
Col-0	207 ± 19	54 ± 5
*gun1-1*	114 ± 19*	36 ± 7*
*gun4-1*	64 ± 7*	22 ± 2*

Given are means ± SD of three independent extractions. *,Indicates a significant difference from the wild-type (*P* < 0.05).

### The *gun* phenotype coincides with the modulation of ALA synthesis rates

Application of 10 μM GAB was reported to diminish Chl accumulation by approximately 50% in de-etiolating barley leaves (Hill et al., 1985; Nair et al., 1990) based on the inhibition of GSAT activity (Grimm et al., 1991), though not affecting the GluTR and GSAT abundance (Demko et al., 2010). In *Arabidopsis* application of 10 μM GAB resulted in an 80% reduction of Chl a and b contents in treated seedlings compared to untreated, de-etiolating seedlings illuminated for 6 h as well as 6-day-old green seedlings (Figure S1A in Supplementary Material). The phenotype of the GAB-treated plants with low pigment contents was similar to the visible phenotype of the *Arabidopsis gun4-1* mutant (Figure S1B in Supplementary Material). Since *gun* mutants and GAB-treated seedlings share the reduced ALA synthesis rate, we were interested to prove whether *Arabidopsis* wild-type seedlings with GAB-inhibited ALA synthesis modulate expression of marker genes for plastid signaling similarly to *gun* mutants.

In parallel to GAB inhibition of ALA biosynthesis, we intended to modify reversely the endogenous pool of ALA by additional supply of ALA to seedlings. It was previously reported that feeding of etiolated seedlings with increasing amounts of ALA correlates with synchronously increasing levels of non-photoconvertible Pchlide (Armstrong et al., 1995). In order to raise the intracellular ALA pool without photo-oxidative risks we performed preliminary experiments to select the appropriate amounts of ALA. Application of ALA to etiolated *Arabidopsis* seedlings caused increasing Pchlide levels when young seedlings were fed with ALA at amounts greater than 50 μM. Application of 100 μM ALA resulted in four-time higher Pchlide levels in etiolated seedlings in the analyzed time period compared to untreated seedlings (Figure S2 in Supplementary Material; 1.0 ± 0.3 vs. 4.5 ± 1.3 pmol mg fw^−1^). Light-grown seedlings fed with 100 μM ALA did not show visible photo-bleaching at the given light exposure (Figure S3 in Supplementary Material), though the addition of ALA at concentrations greater than 250 μM generated a visible stress phenotype in illuminated *Arabidopsis* seedlings (at 100 μmol photons m^−2^ s^−1^) that was likely due to elevated levels of photo-reactive tetrapyrrole intermediates.

Then, wild-type Col-0, *gun1-1* and *gun4-1* seedlings were subjected to 10 μM GAB or 100 μM ALA during germination and were incubated with NF to replicate experimental conditions that were applied to study the *gun* phenotype. Control and chemically treated wild-type and *gun* mutants were harvested either after 3-day-growth in darkness, 3 days in darkness followed by 1 day light exposure, or after 6 days growth in photoperiodic light (12 h, 100–120 μmol photons m^−2^ s^−1^). The transcription levels of two photosynthesis genes, *AtLHCB1.2* and *AtRBSC*, were determined by qRT-PCR in these samples (Figures 3 and 4).

**Figure 3:**
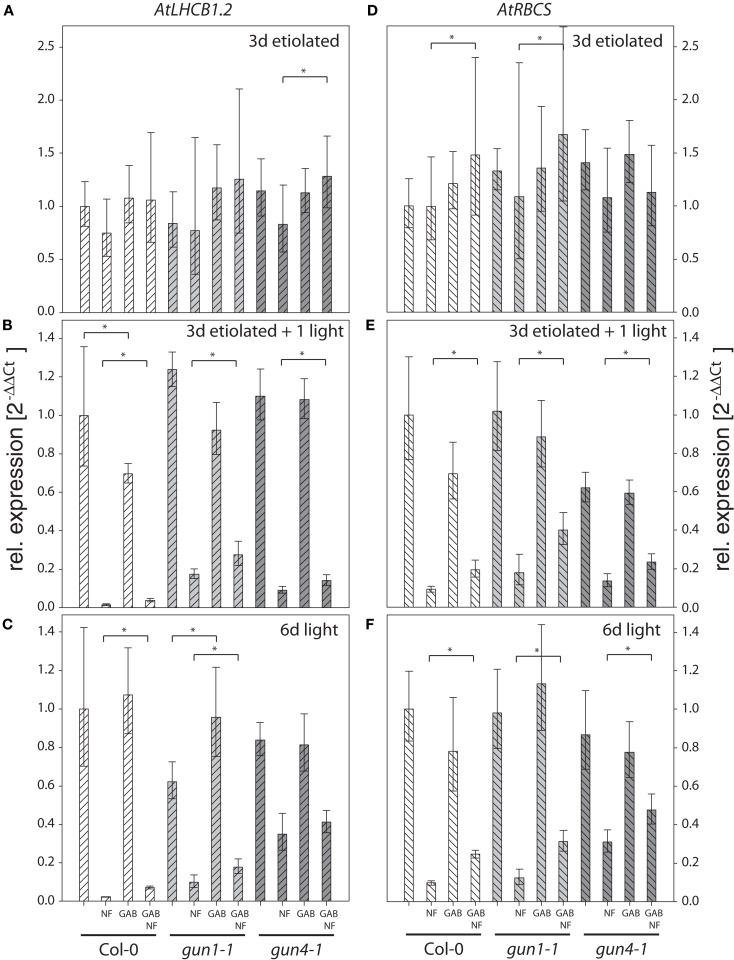
**Quantitative analysis of *AtLHCB1.2* (A–C) and *AtRBCS* (D–F) transcripts in *Arabidopsis* seedlings fed with gabaculine (GAB) and norflurazon (NF)**. Seedlings of *Arabidopsis* wild-type Col-0, *gun1-1*, and *gun4-1* mutants fed with or without 10 μM GAB and 1 μM NF were etiolated for 3 days **(A,D)**, etiolated for 3 days and subsequently illuminated for 1 day **(B,E)**, or germinated in photoperiodic light for 6 day **(C,F)**. *AtLHCB1.2* and *AtRBCS* expression levels were quantified by real-time PCR and calculated by the 2^−ΔΔCt^ method using *AtACT2* expression as standard. Expression data are compared to the untreated wild-type Col-0 and shown as means of at least three biological replicates ± SD. * Indicates a significant difference of pairs indicated by brackets at a level of *P* < 0.05. Tested were GAB-treated samples vs. untreated and GAB and NF treated vs. NF-treated samples within each genotype.

**Figure 4:**
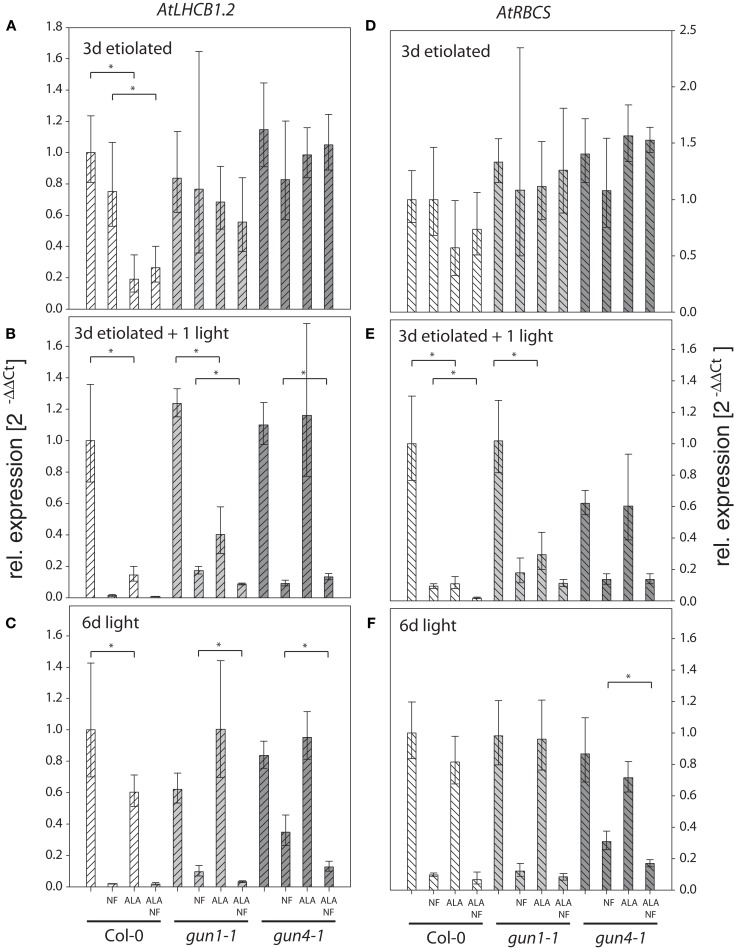
**Quantitative analysis of *AtLHCB1.2* (A–C) and *AtRBCS* (D–F) transcripts in *Arabidopsis* seedlings fed with 5-aminolevulinic acid (ALA) and norflurazon (NF)**. Seedlings of *Arabidopsis* wild-type Col-0, *gun1-1*, and *gun4-1* mutants fed with or without 100 μM ALA and 1 μM NF were etiolated for 3 days **(A,D)**, etiolated for 3 days and subsequently illuminated for 1 day **(B,E)**, or germinated in photoperiodic light for 6 days **(C,F)**. *AtLHCB1.2* and *AtRBCS* expression levels were quantified by real-time PCR and calculated by the 2^−ΔΔCt^ method using *AtACT2* expression as standard. Expression data are compared to the untreated wild-type Col-0 and shown as means of at least three biological replicates ± SD. * Indicates a significant difference of pairs indicated by brackets at a level of *P* < 0.05. Tested were ALA treated samples vs. untreated and ALA and NF treated vs. NF-treated samples within each genotype.

The analysis of the transcription levels of *AtLHCB1.2* and *AtRBSC* in wild-type Col-0, *gun1-1* and *gun4-1* seedlings subjected to 10 μM GAB during germination and incubated with NF revealed the following results: (i) Inhibition of carotenoid biosynthesis by NF treatment drastically lowered the transcript level in light-exposed, but not in etiolated seedlings (Figures 3 and 4). (ii) The *AtLHCB1.2* and *AtRBCS* expression of NF-treated and light-exposed *gun1-1* and *gun4-1* seedlings was de-repressed relative to that of wild-type Col-0 and confirmed the expected *gun* phenotype in our experimental approaches (Figures 3 and 4). (iii) Inhibition of ALA synthesis by GAB did not affect the expression of *AtLHCB1.2* and *AtRBCS* in etiolated, greening, or green seedlings, with the exception of slightly reduced expression levels of both genes in the wild-type Col-0 and *gun1-1* after 1 day of de-etiolation (Figures 3B,E). Six-day-old, green *gun1-1* seedlings showed elevated *AtLHCB1.2* expression in response to GAB (Figure 3C). (iv) GAB supply of NF-incubated *Arabidopsis* seedlings resulted in elevated *AtRBSC* and *AtLHCB1.2* expression levels compared to seedlings treated solely with NF. This counteracting effect of NF plus GAB vs. NF alone on elevated transcript contents was observed in the wild-type Col-0, but also in *gun1-1* and *gun4-1* in both 1 day illuminated (Figures 3B,E) and 6-day-old green seedlings (Figures 3C,F).

The analysis of *AtLHCB1.2* and *AtRBSC* transcription levels in wild-type Col-0, *gun1-1* and *gun4-1* seedlings subjected to 100 μM ALA during germination and incubated with NF revealed the following results: (v) ALA treatment reduced the *AtLHCB1.2* and *AtRBCS* transcript amounts of wild-type Col-0 seedlings in both light and darkness (Figures 4A–C,E). *Gun1-1* showed a compromised accumulation of transcripts of both genes in de-etiolating seedlings (Figures 4B,E), while *AtLHCB1.2* and *AtRBCS* transcript levels remained stable in ALA-fed *gun4-1* seedlings grown under all experimental conditions (Figure 4). (vi) Combined application of NF and ALA in light-exposed seedlings affected the two analyzed transcript contents even more negatively than the exclusive NF supply (Figures 4B,C,F).

Inhibition of ALA synthesis by GAB in NF-treated wild-type Col-0 led to the increased accumulation of both *AtLHCB1.2* and *AtRBCS* at rates that resembled the *gun* phenotype. The effects of GAB treatment were even more enhanced in the NF-treated *gun1-1* mutant, indicating additive acting mechanisms on NGE in *gun1-1*. However, in comparison with the wild-type Col-0, the modulation of *AtLHCB1.2* and *AtRBCS* transcript accumulation was less pronounced when GAB was added to the NF-treated *gun4-1* mutant (Figure 3).

In contrast to the results observed when GAB was added to inhibit ALA synthesis, ALA addition caused decreasing *AtLHCB1.2* and *AtRBSC* transcript levels in *Arabidopsis* wild-type Col-0 seedlings (Figures 4B,E). Since reduced *AtLHCB1.2* and *AtRBSC* transcript contents were also determined in etiolated seedlings, it can be excluded that photo-oxidative inhibition mainly caused the changes of NGE of photosynthetic genes (see also phenotypes displayed in Figure S3 in Supplementary Material). It is concluded that supply of low and non-phototoxic acting amounts of ALA in NF-treated and light-exposed seedlings abrogates the *gun* phenotype. Thus, regulatory consequences of the ALA synthesis rate and the endogenous ALA pool on NGE can be studied in both experimental approaches without the confounding side effects.

### Global response of NGE to inhibition of ALA synthesis

After etiolated *Arabidopsis* Col-0 seedlings were illuminated, Chl contents increased from zero to 31 ± 3 ng Chl a and 12 ± 4 ng Chl b mg fw^−1^ within 6 h of illumination (Figure S4 in Supplementary Material). After 48 h, the contents of Chl a and b were elevated to 157 ± 17 and 44 ± 6 ng mg fw^−1^, respectively. Carotenoid contents increased from 11 ± 1 in etiolated seedlings to 64 ± 6 ng mg fw^−1^ during 48 h of de-etiolation (Figure S4 in Supplementary Material). Since ALA synthesis is highly regulated and determines the amount of metabolites that are introduced into the branched metabolic pathway of tetrapyrrole biosynthesis, it is likely that the capacity of ALA synthesis has a strong impact on chloroplast biogenesis.

In continuation of our studies on the regulatory effect of ALA synthesis on NGE, we compared the transcriptome of developing *Arabidopsis* seedlings in response to inhibited ALA synthesis. An Affymetrix GeneChip (ATH1) microarray analysis was performed with RNA from 6 h light-exposed etiolated *Arabidopsis* seedlings incubated with or without 10 μM GAB. Moreover, in comparison to wild-type control we analyzed NGE of the 6 h light-exposed de-etiolating *gun4-1* mutants. 

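Probe set signals of the ATH1 array were used from 9 arrays: 3 of untreated Col-0, 3 of Col-0 grown with 10 µM gabaculine (GAB), an inhibitor of the aminotransferase that forms ALA, and 3 of gun4-1. All seedlings had 3 days of darkness and 6 h of light. Each value is a normalized log2 signal, which the authors calculated by robust multi-array average. Array medians lay between 6.41 and 6.58, and pairs of arrays of a group had r between 0.996 and 0.997 across probe sets. The median SD between arrays was 0.0969 in Col-0, 0.0950 in GAB and 0.113 in gun4-1. After 64 control probe sets were left out, 22746 were tested in limma, in a single fit of the 3 groups. A probe set counted as higher or lower when its Benjamini-Yekutieli adjusted p was at most 0.05 and its fold change above 1.5 or below 0.667. A single gene is named for 13513 of the probe sets tested, 503 match several genes and 8730 are unnamed here. Genes called measured are those with a named probe set, and other listed genes may lie on unnamed ones. In simulated data with 100 probe sets changed 2-fold, 89 were recovered for GAB and 84 for gun4-1, and with 3-fold changes 100 and 98. The paper's statistical note states that all experiments were performed independently at least 3 times, and does not say what was separate for the arrays; where they share a culture, p-values measure only the spread between these arrays. The number of arrays limits the precision.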

The time point for the comparative transcriptome analysis was chosen since initial amounts of Chl accumulated upon illumination of etiolated seedlings (Figure S4 in Supplemental Materials). We decided on *gun4-1*, because the mutant shows posttranslational reduction of ALA synthesis without reduced expression of the ALA-forming enzymes (Peter and Grimm, 2009). We searched for early responsive genes upon inhibited ALA biosynthesis to minimize interference of pleiotropic effects of ALA deficiency (e.g., reduced photosynthetic capacity). Differentially expressed genes were identified in the transcriptome analysis with a *P*-value of ≤0.05 and a log-fold change of <log(2/3) or >log(3/2), respectively, compared to untreated *Arabidopsis* wild-type Col-0 seedlings (Figure 5; Data Sheet 2 in Supplementary Material). Comparison of the transcript profiles revealed that GAB treatment of developing *Arabidopsis* wild-type Col-0 seedlings resulted in the differential regulation of 325 genes representing approximately 1.5% of the entire *Arabidopsis* genome. 

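In GAB-treated seedlings, At1g73120 rose by 2.15 on the log2 scale (standard error 0.10, n = 3 arrays per group, adjusted p = 7.7e-06 from limma), a fold change of 4.45. At2g16660 fell by 1.82 (standard error 0.14, adjusted p = 0.000247), to 0.283 of its level in Col-0. Of the probe sets tested, 332 passed both limits, which is 1.46%, and 97 of them had changed by more than 2-fold. For each of the 332, the 3 GAB arrays lay beyond all 3 Col-0 arrays. The limits themselves favour such separation, so it is no further evidence for these calls. Among all probe sets it held for 24.0%, where chance alone gives 10%.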

Inhibited ALA synthesis resulted in the repression of 158 genes and the up-regulation of 167 genes. 

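Of 6 measured genes that detoxify foreign compounds, from a list of 20, 3 were higher with GAB and none was lower (3 when adjusted over the list alone): the glutathione transferase GSTU25 (log2 fold change 2.09, standard error 0.19, adjusted p = 0.000817 from limma), the transporter gene At2g04050 (1.62, standard error 0.15) and AER (1.36, standard error 0.09), a reductase of reactive carbonyls. AER is in Table 3, so the study chose it on these arrays and it is no independent evidence. The list shifted upwards against all other genes (median 0.92, camera adjusted p = 2.4e-08), and did not pass with an estimated correlation (adjusted p = 0.0906). In gun4-1 the median of this list was 0.04, which did not pass (camera adjusted p = 0.650), and 1 of the 6 genes was higher. UGT73C1, a glycosyltransferase, rose by a log2 fold change of 1.68, and At4g34950 fell by 1.49. In all, 157 probe sets were lower (47.3%), with a median fold change of 0.597, and 175 were higher, with a median of 1.77; after quantile normalization 143 were lower (44.8%) and 176 higher, and with each array centred on its median 119 were lower (37.1%) and 202 higher. The balance turned to more lower than higher with Benjamini-Hochberg adjustment (265 and 230, 53.5% lower) and without Col-0 replicate 1 (139 and 113, 55.2% lower), and by a few probe sets with trend and robust variance (202 and 198) and counted as loci (85 and 84). The lower probe sets were 79 without Col-0 replicate 2, 89 without Col-0 replicate 3, 81 without GAB replicate 2 and 99 without GAB replicate 3, and the higher ones were 106 and 107 without Col-0 replicates 2 and 3, 110 without GAB replicate 1 and 100 without GAB replicate 2.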

Compared to wild-type Col-0, *gun4-1* displayed 1536 mis-regulated genes (7.2% of the total ATH1 genome) at the same selected time point of 6 h of de-etiolation, whereas 993 and 543 genes showed a down- and up-regulated expression, respectively (Figure 5; Data Sheet 2 in Supplementary Material). However, a high number of genes were collectively down-regulated (119 genes) and up-regulated (88 genes) in GAB-treated and *gun4-1* seedlings (Figure 5B; Data Sheet 2 in Supplementary Material). 

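The largest decrease in gun4-1 among probe sets with a named gene was that of At2g16005, at 0.0642 of its level in Col-0 (log2 fold change -3.96, standard error 0.14, n = 3 arrays per group, adjusted p = 7.7e-08 from limma). QQS was at 0.106 (-3.23, standard error 0.08). GH9B8, of a family of glycosyl hydrolases of the cell wall, had a log2 fold change of -3.06. Increases included those of At1g78720 (5.84-fold), of UPB1, a transcription factor (5.67-fold), and of the defensin gene PDF1.4 (5.22-fold). The probe set with the largest increase is unnamed here and rose 22.0-fold. Changes past both limits were found in 1570 probe sets, 6.90% of those tested. Of these 1014 were lower and 556 higher, so that 64.6% were lower, after quantile normalization 926 were lower and 609 higher, and 60.3% were lower, while with each array centred on its median 768 were lower and 859 higher, and 47.2% were lower.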

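Shared changes included At1g66940, which fell by 1.02 on the log2 scale with GAB and by 1.87 in gun4-1 (standard error 0.11 in each, adjusted p = 0.00219 and 4.2e-06 from limma), and At5g43450, which rose by 1.49 and 1.78 (standard error 0.11 in each, adjusted p = 0.000243 and 8.9e-06). In both comparisons 117 probe sets were lower and 94 were higher, together 211, which is 12.5% of the 1688 that passed in either. Independent lists of these sizes would share 7.00 lower and 4.28 higher probe sets. Both comparisons use the same Col-0 arrays, which alone produce a correlation of fold changes: it was 0.510 across probe sets as observed and 0.498 on average in 100 simulations of unchanged groups. The covariance was 0.0404 against a simulated 0.00564. In these simulations at most 0 probe sets were lower and 0 higher in both comparisons. How far the shared controls add calls where a probe set did change was not simulated, so part of the overlap may come from them. The probe sets lower in both were 56 and 64 without Col-0 replicates 2 and 3, and 76, 59 and 72 without GAB replicates 1, 2 and 3, and those higher in both were 59 and 62 without Col-0 replicates 2 and 3, and 58 and 51 without GAB replicates 1 and 2.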

The overlapping genes represented 12.5% of the differentially expressed genes (equals 207 combined genes out of the total amount of 1654 differentially regulated genes observed in both microarrays). Apart from two exceptions, all genes were congruently found to be either down- or up-regulated in both sets of seedlings with lower ALA synthesis (GAB-treated and the *gun4-1* seedlings) when compared with control seedlings (Data Sheet 2 in Suppmentary Material). 

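At4g38080 was 5.51-fold higher with GAB and at 0.466 of its Col-0 level in gun4-1 (log2 fold change 2.46 and -1.10, standard error 0.21 in each, adjusted p = 0.000502 and 0.0282 from limma). At2g25150 was 2.06-fold higher with GAB and at 0.630 of its Col-0 level in gun4-1, where its log2 fold change was -0.67. A probe set unnamed here went the other way, with a log2 fold change of -1.20 with GAB and 1.52 in gun4-1. These 3 were the probe sets called in opposite directions. In gun4-1 the adjusted p of At4g38080 was 0.184 and 0.132 without Col-0 replicates 2 and 3 and 0.115 and 0.158 without gun4-1 replicates 2 and 3, and that of At2g25150 was 0.0863, 0.0656, 0.0521 and 0.0608. Without either of these Col-0 replicates 1 probe set was called in opposite directions, and At2g25150 did not pass the fold limit in gun4-1 with each array centred on its median (-0.57).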

Tables 2 and 3 present the transcripts of the common set of genes in GAB-treated and *gun4-1* seedlings in comparison to untreated wild-type seedlings with the greatest response to inhibition of ALA synthesis based on fold repression (≤0.5, Table 2) and fold induction (≥2, Table 3).

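EXPB1 and EXPB3, expansins that loosen cell walls, were at 0.411 and 0.390 of their Col-0 level with GAB and at 0.180 and 0.175 in gun4-1 (n = 3 arrays per group). At1g13650 was at 0.263 with GAB and 0.411 in gun4-1. At1g22890 rose 3.48-fold with GAB and At3g20340 rose 2.72-fold with GAB and 1.90-fold in gun4-1. Of the genes of Table 2, 13 of 26 are named on the array used here, and of those of Table 3, 10 of 25. All 23 passed both limits in both comparisons, with fold changes from 0.263 to 0.492 (GAB) and from 0.175 to 0.531 (gun4-1) in Table 2, and from 1.97 to 3.48 and from 1.57 to 5.93 in Table 3. The study chose these genes on the same arrays, so the count is no independent evidence of their direction; it was 19 without Col-0 replicate 2, the fewest when 1 array was left out. Their fold changes differed from the paper's by a median factor of 1.01 for GAB and 1.02 for gun4-1.

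**Figure D1:**
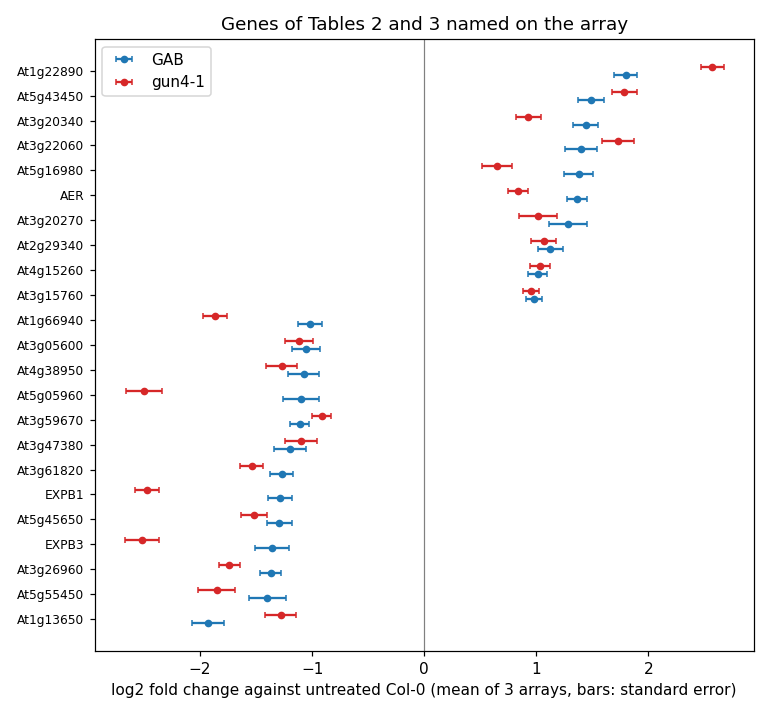
Log2 fold change against untreated Col-0 of the 23 named genes of Tables 2 and 3, with GAB in blue and in gun4-1 in red. Points are means of 3 arrays per group and bars are standard errors from limma; the 13 genes of Table 2 lie below 0 and the 10 of Table 3 above 0 in both comparisons.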

**Figure 5:**
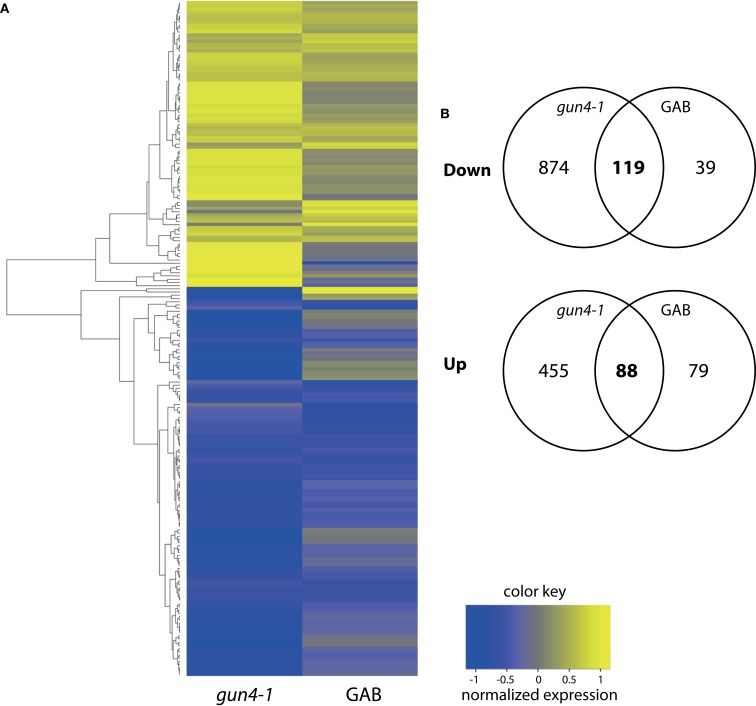
**(A)** Heatmap analysis of differentially expressed genes in GAB-treated Arabidopsis wild-type Col-0 or *gun4-1* mutants 6 h after illumination of etiolated seedlings. All genes showing a fold change of <2/3 or >3/2 and a *P*-value of <0.05 in both conditions were analyzed. **(B)** Venn diagrams summarizing changes of transcript abundance in GAB-treated *Arabidopsis* wild-type Col-0 or *gun4-1* mutants 6 h after illumination of etiolated seedlings. The intersections of the circles represent the number of genes whose transcript abundance was decreased (“Down”) or increased (“Up”) in both compared to the untreated *Arabidopsis* wild-type Col-0.

**Table 2:** **Listed are genes that showed a significantly (*P* ≤ 0.05) decreased transcript abundance after 6 h of de-etiolation in response to inhibited ALA formation (GAB) and in the *gun4-1* mutant**.

AGI number	GAB vs. Col-0 fold change	GAB vs. Col-0 *P*-value	*gun4-1* vs. Col-0 fold change	*gun4-1* vs. Col-0 *P*-value	SUBA localization	Description	qRT-PCR performed (see Table S2 in Supplementary Material)
At5g08030	0.247	0.000	0.249	0.000	Mito, Cp, ER, Nuc, Ex, Vac	Glycerophosphoryl diester phosphodiesterase	
At1g13650	0.273	0.000	0.381	0.000	Mito, Perox	Unknown protein	
At2g20570	0.300	0.000	0.351	0.000	Cyt	GPRI1 (GBF’S Pro-rich region-interacting factor 1)	Yes
At5g46690	0.345	0.000	0.344	0.000	Nuc	Beta HLH protein 71 (bHLH071)	
At1g61800	0.347	0.000	0.486	0.000	Cp, Mito, Ex, PM	Glucose-6-phosphate transmembrane transporter (GPT2)	Yes
At3g26960	0.372	0.000	0.288	0.000	Ex, ER, Nuc	Unknown protein	Yes
At5g55450	0.376	0.005	0.278	0.000	Ex, ER	Protease inhibitor	
At4g04610	0.385	0.019	0.166	0.000	Cp	APS reductase 1 (APR1)	Yes
At4g28250	0.387	0.003	0.182	0.000	Ex, ER, Vac	ATEXPB3 (Expansin B3)	Yes
At2g20750	0.407	0.000	0.176	0.000	Ex	ATEXPB1 (Expansin B1)	
At3g61820	0.414	0.000	0.344	0.000	Cp, Ex	Aspartyl protease family protein	Yes
At3g47380	0.431	0.005	0.465	0.002	Ex, Mito, ER, Nuc	Invertase/pectin methylesterase inhibitor	
At1g56650	0.439	0.000	0.355	0.000	Nuc	PAP1 (production of anthocyanin pigment 1); DNA binding/transcription factor	Yes
At5g45650	0.443	0.001	0.356	0.000	Mito, ER, Ex	Subtilase family protein	Yes
At1g24020	0.457	0.017	0.160	0.000	Cyt, Perox	MLP423 (MLP-like protein 423)	Yes
At3g59670	0.459	0.000	0.528	0.000	Nuc	Unknown protein	
At2g31270	0.460	0.000	0.645	0.005	Mito, Nuc, Cp	CDT1A (homolog of yeast CDT1 A); cyclin-dependent protein kinase	
At4g11460	0.468	0.014	0.271	0.000	Ex, ER, Nuc, Vac	Protein kinase family protein	
At4g34588	0.474	0.003	0.428	0.000	No data	CPuORF2 (conserved peptide upstream open reading frame 2)	
At4g34590	0.474	0.003	0.428	0.000	Nuc	GBF6 (G-BOX BINDING FACTOR 6)	Yes
At5g05960	0.477	0.014	0.170	0.000	ER, Ex	Protease inhibitor/seed storage/lipid transfer protein (LTP) family protein	
At4g28680	0.480	0.001	0.432	0.000	Cyt, Mit, ER	Putative tyrosine decarboxylase	
At3g05600	0.481	0.005	0.459	0.001	Cp, Perox, Cyt	Putative epoxide hydrolase	Yes
At4g39510	0.485	0.001	0.369	0.000	Mito, ER, Cyt, Ex, Nuc	CYP96A12; electron carrier/heme binding/iron ion binding/monooxygenase/oxygen binding	Yes
At1g66940	0.493	0.002	0.265	0.000	Ex, ER, Cyt, Ex	Protein kinase-related	Yes
At4g38950	0.500	0.004	0.393	0.000	Nuc	Kinesin motor family protein	Yes

*In contrast to the results shown in Figure 5, there are only transcripts listed with a fold change ≤0.5. Given are the fold changes, corresponding *P*-values, the putative subcellular localizations using the SUBA database (Heazlewood et al., 2007) and gene annotations based on the TAIR9 release of the *Arabidopsis* genome. (Cp, chloroplasts; Cyt, cytosol; ER, endoplasmic reticulum; Ex, extracellular; Mito, mitochondria; Nuc, nucleus; Perox, peroxisome; PM, plasma membrane; Vac, vacuole)*.

**Table 3:** **Listed are genes that showed a significantly (*P* ≤ 0.05) increased transcript abundance after 6 h of de-etiolation in response to inhibited ALA formation (GAB) and in the *gun4-1* mutant**.

AGI number	GAB vs. Col-0 fold change	GAB vs. Col-0 *P*-value	*gun4-1* vs. Col-0 fold change	*gun4-1* vs. Col-0 *P*-value	SUBA localization	Description	qRT-PCR performed (see Table S2 in Supplementary Material)
At1g05560	4.010	0.000	2.057	0.000	Cp, Mito, Cyt	UDP-glucose:4-aminobenzoate acylglucosyltransferase (UGT75B1)	Yes
At1g22890	3.708	0.000	6.331	0.000	ER, Nuc, Cp	Unknown protein	Yes
At2g04040	3.267	0.001	3.156	0.000	PM, Ex, Vac	TX1; antiporter/multidrug efflux pump/multidrug transporter/transporter	
At3g22060	2.838	0.000	3.278	0.000	Ex, Vac	Receptor protein kinase-related	Yes
At2g19800	2.838	0.000	2.686	0.000	Cyt	MIOX2 (Myo-inositol oxygenase 2)	
At5g16980	2.773	0.000	1.635	0.011	Cyt, Mito, Cp	Putative NADP-dependent oxidoreductase	
At3g20340	2.728	0.000	1.903	0.001	Nuc	Down-regulated under photo-oxidative stress.	
At5g43450	2.722	0.000	3.317	0.000	Cyt, Nuc	Putative 2-oxoglutarate-dependent dioxygenase	
At3g47340	2.680	0.000	5.921	0.000	Cyt, Cp	ASN1 (glutamine-dependent asparagine synthase 1)	Yes
At1g05680	2.591	0.005	2.247	0.003	Mito, Cyt, Cp	UDP-glucoronosyl/UDP-glucosyl transferase	Yes
At5g16970	2.590	0.000	1.791	0.000		AT-AER (2-alkenal reductase)	
At3g28740	2.455	0.001	2.472	0.000	Mito, ER, Ex, PM	CYP81D1; electron carrier/heme binding/iron ion binding/monooxygenase/oxygen binding	Yes
At3g20270	2.445	0.011	2.036	0.012	Cp, Cyt, Ex	Lipid-binding serum glycoprotein family protein	
At2g17880	2.423	0.001	3.176	0.000	Cp, Mito, Nuc	Putative DNAJ heat shock protein	Yes
At1g35140	2.362	0.000	12.734	0.000	Ex	Phosphate induced 1 (PHI-1)	
At4g31870	2.340	0.002	2.257	0.001	Cp, Mito, Perox, Nuc	ATGPX7 (glutathione peroxidase 7)	Yes
At1g08630	2.307	0.001	8.617	0.000	Cp, Nuc, Cyt	THA1 (threonine aldolase 1)	Yes
At5g57560	2.218	0.000	6.492	0.000	Ex, Mito, Er	TCH4 (touch 4); hydrolase, acting on glycosyl bonds/xyloglucan:xyloglucosyl transferase	Yes
At5g06860	2.187	0.001	1.775	0.001	Ex	PGIP1 (polygalacturonase inhibiting protein 1)	
At2g29340	2.143	0.001	2.036	0.000	Cyt, Ex, ER	Short-chain dehydrogenase/reductase (SDR) family protein	Yes
At5g17300	2.069	0.001	2.115	0.000	Nuc	Myb family transcription factor	Yes
At4g15260	2.044	0.000	2.059	0.000	Cyt, Cp	UDP-glucoronosyl/UDP-glucosyl transferase	Yes
At5g20230	2.042	0.005	22.472	0.000	PM	ATBCB (blue-copper binding protein)	Yes
At5g14470	2.010	0.001	6.425	0.000	Cyt, Nuc	GHMP kinase-related	
At3g15760	2.005	0.001	2.027	0.000	Ex, Mito, Nuc, Cp	Unknown protein	Yes

*In contrast to the results shown in Figure 5, there are only transcripts listed with a fold change ≥2.0. Given are the fold changes, corresponding *P*-values, the putative subcellular localizations using the SUBA database (Heazlewood et al., 2007) and gene annotations based on the 9.0 release of the *Arabidopsis* genome. (Cp, chloroplasts; Cyt, cytosol; ER, endoplasmic reticulum; Ex, extracellular; Mito, mitochondria; Nuc, nucleus; Perox, peroxisome; PM, plasma membrane; Vac, vacuole)*.

Transcriptomic comparisons showed that a high number of genes commonly affected by reduced ALA synthesis in GAB-treated *Arabidopsis* seedlings were also found in *gun4-1* mutants. Nearly 75% of the genes down-regulated in GAB-treated *Arabidopsis* seedlings were also down-regulated in *gun4-1*. These genes represent 12% of the 993 genes down-regulated in *gun4-1* (Figure 5B). Similarly, 53% of the genes up-regulated in GAB-treated seedlings were also up-regulated in *gun4-1*. These 88 genes represented 16% of the genes up-regulated in *gun4-1*. 

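At5g55450 was at 0.379 of its Col-0 level with GAB and at 0.277 in gun4-1 (adjusted p = 0.00464 and 0.000113 from limma, n = 3 arrays per group), and At3g26960 at 0.387 and 0.300 (adjusted p = 9.8e-05 and 2.3e-06). Of the probe sets lower with GAB, 74.5% were also lower in gun4-1, and these were 11.5% of those lower in gun4-1. Of all 332 probe sets called with GAB, 88.0% had the same sign in gun4-1. In 100 simulations of unchanged groups against the same Col-0 arrays, the same share among the 332 lowest p-values averaged 91.6%, at most 95.2%. Those probe sets were picked on noise alone, unlike probe sets that changed. The simulations therefore cannot tell what part of the 88.0% the shared arrays give, and the share alone is no evidence of a common response.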

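At3g22060 rose 2.64-fold with GAB and 3.32-fold in gun4-1 (standard error 0.14 on the log2 scale in each, adjusted p = 0.00169 and 6.3e-05 from limma). At2g29340 rose by 1.12 and 1.07 on that scale (standard error 0.11 in each). By contrast At2g41380 rose 3.27-fold with GAB and did not pass in gun4-1 (1.04-fold), and the direct comparison of gun4-1 with GAB gave a log2 fold change of -1.65 (adjusted p = 1.9e-05). Of the probe sets higher with GAB, 53.7% were also higher in gun4-1, and these were 16.9% of those higher in gun4-1.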

The results indicate a high number of identical genes identified in both transcriptomic comparisons, which are commonly affected by reduced ALA synthesis in GAB-treated *Arabidopsis* seedlings and *gun4-1*. This set of identical early responsive genes in both transcriptome analyses supports the view that besides the impaired Mg chelatase activity, *gun4-1* is also significantly compromised in ALA biosynthesis. 

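GSA1, which encodes the aminotransferase that GAB inhibits, did not pass the test in either comparison (log2 fold change -0.13 with GAB and -0.10 in gun4-1, standard error 0.09, adjusted p = 1 from limma in both). Of the 211 probe sets that moved the same way in both, 166 had the larger fold change in gun4-1. In the direct comparison of gun4-1 with GAB, 42 of the 211 passed, among them EXPB1 (log2 fold change -1.19, adjusted p = 0.000240) and At1g22890 (0.77, adjusted p = 0.00384). At3g59670, with log2 fold changes of -1.11 and -0.91, did not pass that comparison (0.20, adjusted p = 1). The paper measured a reduced rate of ALA formation in leaves of gun4-1 seedlings. It reads the genes common to both as a further sign that ALA synthesis is impaired in gun4-1, besides its lowered Mg chelatase activity.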

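At4g17470 was at 0.106 of its Col-0 level in gun4-1 (log2 fold change -3.24, standard error 0.11, adjusted p = 3.4e-08 from limma) and did not pass with GAB (-0.54, adjusted p = 0.111). XTH18, a xyloglucan transferase of the cell wall, rose 3.80-fold in gun4-1 and had a fold change of 1.03 with GAB. At4g29200 and At5g38020 had log2 fold changes of -3.27 and -3.18 in gun4-1 and of 0.07 and 0.35 with GAB. At1g05340 rose 3.77-fold in gun4-1. When gun4-1 was compared directly with GAB-treated seedlings, 864 probe sets passed, 564 lower and 300 higher in gun4-1. There were 1356 probe sets that passed in gun4-1 and not with GAB, and 566 of them also passed in the direct comparison in the same direction. Of 118 that passed with GAB and not in gun4-1, 65 passed in the direct comparison, with gun4-1 on the side of Col-0.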

Due to additional effects of GUN4 deficiency on other physiological processes, the transcriptome of *gun4-1* displayed a broader range of modulated genes.

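PRL, a subunit of the helicase that opens DNA for replication, fell by 0.71 on the log2 scale with GAB (standard error 0.10, adjusted p = 0.0111 from limma) and by 0.76 in gun4-1 (adjusted p = 0.00152). It was the only one of 5 measured genes of DNA replication past the limits, in either comparison (1 when adjusted over the list alone). Of 17 probe sets of core histones, the proteins that package newly made DNA, 1 was lower with GAB (3 when adjusted over the list alone) and 6 were lower in gun4-1 (6 over the list alone), and none was higher. At3g53650 had a log2 fold change of -0.94 with GAB and -0.87 in gun4-1, and HTB1 one of -0.49, which did not pass, and of -0.84, which did. All 17 lay below 0 in both comparisons, with medians of -0.37 and -0.53 (camera adjusted p = 8.3e-09 and 5.1e-09; with an estimated correlation, adjusted p = 0.231 in both). The 5 genes of DNA replication had medians of -0.39 and -0.34 (camera adjusted p = 0.00745 and 0.0175; with an estimated correlation, adjusted p = 0.285 and 0.328). In gun4-1 this list did not pass without gun4-1 replicate 1 (median -0.24, adjusted p = 0.0634). Of the 117 probe sets lower in both comparisons only 64 name a locus, and of 35 listed genes of DNA replication only these 5 have a named probe set. Among the 64 was 1 of the 5 (one-sided Fisher's exact test, p = 0.0226, adjusted p = 0.193 over the lists). With GAB, PRL had an adjusted p of 0.0619, 0.0500 and 0.0757 without Col-0 replicates 1, 2 and 3 and of 0.0695 and 0.0659 without GAB replicates 2 and 3, and At3g53650 one of 0.0558, 0.0594 and 0.0574 without Col-0 replicates 1, 2 and 3, none of which passed.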

Analysis of GO categories revealed an overrepresentation of transcripts encoding proteins involved in nuclear DNA replication within the cluster of genes being down-regulated in both GAB-treated *Arabidopsis* wild-type Col-0 and *gun4-1* seedlings (Figure 6A). Within the cluster of up-regulated genes, neither cellular components nor functions were overrepresented. 

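Of 6 measured genes that respond to darkness and to low sugar, from a list of 22, 4 were higher in gun4-1 and none was lower (4 when adjusted over the list alone). They were ATL8 (log2 fold change 1.17, standard error 0.12, adjusted p = 0.000256 from limma), MCCA, which breaks down leucine (0.90, standard error 0.07), AKINBETA1, a subunit of the energy-sensing kinase SnRK1 (0.75, standard error 0.09), and ETFQO, which passes electrons from amino acid breakdown to the mitochondrial chain (0.69, standard error 0.10). With GAB none of the 6 passed, also when adjusted over the list alone, while all 6 lay above 0. The medians were 0.30 with GAB and 0.72 in gun4-1 (camera adjusted p = 5.8e-05 and 3.9e-06; with an estimated correlation, adjusted p = 0.0906 in both). Of 3 measured antioxidant enzymes and 4 genes of singlet oxygen and early stress, from lists of 20 and 10, none passed in either comparison (0 when adjusted over the list alone). The 3 antioxidant enzymes all lay below 0 in gun4-1. There this list did not pass camera (adjusted p = 0.241) and passed fry, which does not compare a list with other genes (adjusted p = 0.0353). The peroxidase gene SAPX had log2 fold changes of -0.18 and -0.18.

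**Figure D2:**
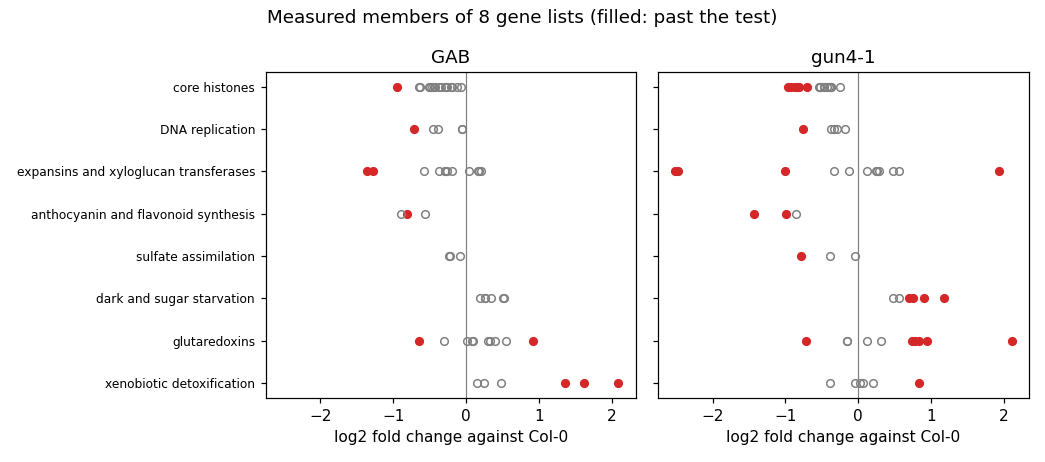
Log2 fold change against untreated Col-0 of the measured members of 8 gene lists, with GAB on the left and in gun4-1 on the right, 1 circle per probe set. Filled circles passed the limits for the adjusted p and the fold change; the 17 probe sets of core histones lie below 0 and the 6 of darkness and sugar above 0 in both panels.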

Genes encoding proteins responding to sucrose stimulus, oxidative stress, and the absence of light were overrepresented within the biological process category, whereas transcripts involved in posttranslational modification of proteins (disulfide bonds and glycosyl groups) were overrepresented in the molecular function category (Figure 6B). 

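SIR, the sulfite reductase of sulfate assimilation, was at 0.581 of its Col-0 level in gun4-1 (log2 fold change -0.78, standard error 0.11, adjusted p = 0.00259 from limma) and had a fold change of 0.941 with GAB, which did not pass. The direct comparison of gun4-1 with GAB gave -0.69 for SIR (adjusted p = 0.0117). Of 27 listed genes of sulfate assimilation 3 are named on the array used here. In gun4-1, 1 of them was lower (1 when adjusted over the list alone), and with GAB none passed (0 over the list alone). All 3 lay below 0 in both comparisons, with medians of -0.22 with GAB and -0.39 in gun4-1, which did not pass (camera adjusted p = 0.146 and 0.0615; with an estimated correlation, adjusted p = 0.328 and 0.231). Without gun4-1 replicate 1 the list passed camera in gun4-1 (median -0.41, adjusted p = 0.0275). With fry, which does not compare a list with other genes, it passed in both (adjusted p = 0.0356 with GAB and 0.00295 in gun4-1). APR1, which the paper lists as lower in both, is unnamed here.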

GO analyses extended to all differentially expressed transcripts additionally revealed that reduction of ALA synthesis in GAB-treated seedlings and in *gun4-1* mutants caused a reduced abundance of transcripts for sulfur metabolism (sulfate assimilation, sulfate reduction, and adenyl-sulfate reductase activity) at an early stage of development (Figure S5A in Supplementary Material). 

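Of 10 measured glutaredoxins, small oxidoreductases that use glutathione, 5 were higher and 1 was lower in gun4-1, and with GAB 1 was higher and 1 lower (the same counts when adjusted over the list alone). At3g62950 rose 1.88-fold with GAB and 4.30-fold in gun4-1 (adjusted p = 0.0134 and 6.3e-06 from limma), and At4g15680 rose 1.92-fold in gun4-1. The median with GAB was 0.19, which did not pass (camera adjusted p = 0.0615, and 0.485 with an estimated correlation). The list passed camera with GAB without Col-0 replicate 1 (0.0417), without GAB replicate 3 (0.00781) and with the replicate number as a block (0.0264). In gun4-1 the median was 0.53 (camera adjusted p = 0.0137, and 0.370 with an estimated correlation). Of 3 measured genes of the circadian clock, from a list of 22, COR27 rose by a log2 fold change of 1.25 in gun4-1 (standard error 0.15, adjusted p = 0.00111) and none passed with GAB. Of 4 measured auxin response genes, from a list of 16, IAA29 was lower in gun4-1, at 0.492 of its Col-0 level (adjusted p = 0.0159), and none was higher. Over the lists alone, these counts for the clock and auxin lists were also 1 and 1 in gun4-1, and 0 with GAB. The medians of the circadian clock list were 0.21 with GAB and -0.04 in gun4-1, and those of the auxin list 0.04 and 0.02, while the means in gun4-1 were 0.36 and -0.17, and neither list passed camera. At3g62950 did not pass with GAB without Col-0 replicates 2 and 3 (adjusted p = 0.0958 and 0.0850) or GAB replicates 1 and 2 (0.0779 and 0.0942), nor IAA29 in gun4-1 without Col-0 replicates 1 and 3 (0.0581 and 0.0691) or gun4-1 replicates 1 and 2 (0.0889 and 0.0737).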

The significantly over-represented GO categories additionally identified in up-regulated transcripts were more diverse and include transcripts related to the circadian rhythm, redox homeostasis, auxin signaling, and tocopherol biosynthesis (Figure S5B in Supplementary Material).

**Figure 6:**
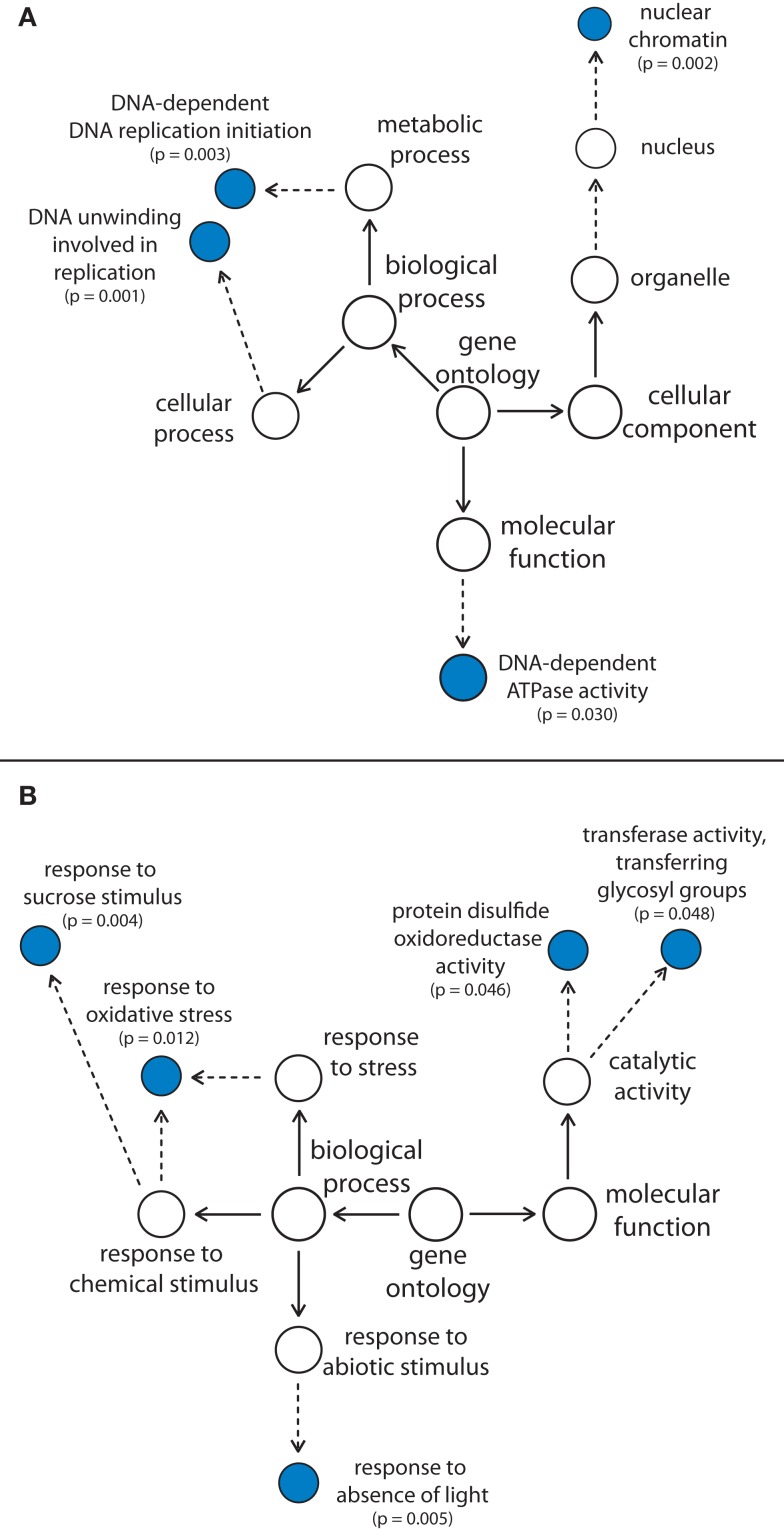
**Overrepresentation of gene ontology (GO) categories in genes showing decreased (A) and increased (B) transcript abundance in GAB-treated *Arabidopsis* wild-type Col-0 and *gun4-1* mutants 6 h after illumination of etiolated seedlings**. The 119 or 88 genes, respectively, being differentially regulated in both GAB-treated and *gun4-1* seedlings, were analyzed for over-represented GO categories (*P*-value of <0.05). Dotted lines indicate intermediate categories that are not shown.

It is remarkable that within the small set of 207 combined genes that differentially respond to two different mechanisms of inhibited ALA synthesis (Figure 5B), no genes were found which are involved in Chl biosynthesis and photosynthesis (Tables 2 and 3; Data Sheet 2 in Supplementary Material). 

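PORB, which reduces protochlorophyllide in the light, was the 1 of 13 measured genes of tetrapyrrole synthesis past the limits, with GAB: it fell by 0.90 on the log2 scale (standard error 0.12, adjusted p = 0.0108 from limma), and in gun4-1 by 0.39, which did not pass (adjusted p = 0.374). The direct comparison of gun4-1 with GAB did not separate these values (0.51, adjusted p = 0.161). No gene of this list passed in gun4-1 (1 with GAB and 0 in gun4-1 when adjusted over the list alone), where HEMA2 had an adjusted p of 0.0323 but lay inside the fold limits (0.53). Of 3 light-harvesting proteins, LHCB4.3 was lower in gun4-1 (-0.66, adjusted p = 0.000933; 1 over the list alone), a call that is lost with each array centred on its median (-0.56), and none passed with GAB. All 3 lay below 0 in gun4-1. There the list did not pass camera (adjusted p = 0.0822) and passed fry, which does not compare a list with other genes (adjusted p = 0.00210). Of 8 nuclear genes of the photosystems and the Calvin cycle, none passed in either comparison (0 over the list alone); RCA, the activase of Rubisco, had fold changes of 1.06 and 1.02, and PSAE-1 of 0.953 and 0.883. Of the 69 probe sets of plastid-encoded genes none passed with GAB, and in gun4-1 only psbA, at 0.169 of its Col-0 level, did (0 and 1 over the list alone). How fully the labelling of the arrays captures RNA of plastid-encoded genes was not tested. None of the members measured was called in both comparisons. The lists hold 44 genes of tetrapyrrole synthesis, 21 light-harvesting proteins and 40 genes of the photosystems and the Calvin cycle, most of them unnamed here. PORB with GAB had an adjusted p of 0.0636 and 0.0717 without Col-0 replicates 1 and 2 and of 0.0562 and 0.0600 without GAB replicates 2 and 3, and did not pass.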

We compared microarray data with transcripts levels obtained by qRT-PCR of two genes involved in ALA synthesis, *AtHEMA1* and *AtGluTRBP* (Czarnecki et al., 2011a) and other marker genes for chloroplast functions, e.g., *AtTOC159*, *AtELIP1*, *AtELIP2*, and *AtLHCB1.2* in 6 h de-etiolated GAB-treated wild-type and *gun4-1* seedlings. In both sets of seedlings the expression levels of these genes were not significantly altered in response to inhibition of ALA formation (Figure 7; Table S2 in Supplementary Material), except a 30–50% stimulated expression of *AtHEMA1* and *AtTOC159* in *gun4-1* compared to the control transcript levels of wild-type seedlings.

**Figure 7:**
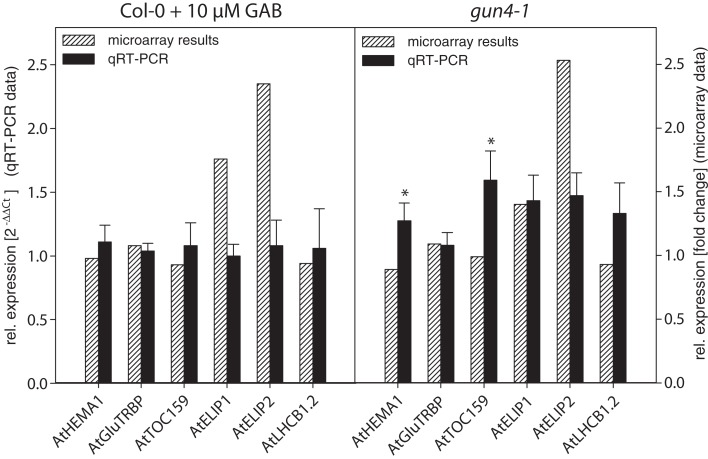
**Comparison of expression data obtained by microarray analysis and qRT-PCR**. RNA from GAB-treated *Arabidopsis* wild-type seedlings and *gun4-1* mutant seedlings was extracted 6 h after light exposure of 3-day-old etiolated seedlings. In addition to microarray analysis, transcript abundance of a defined set of genes was determined by quantitative real-time PCR and calculated in relation to *AtSAND* expression compared to untreated *Arabidopsis* wild-type Col-0 seedlings [2^−ΔΔCt^]. qRT-PCR data are shown as average ± SD of three biological replicates. * Indicates a significant difference from the untreated *Arabidopsis* wild-type Col-0 (*P*-value of <0.05).

Screening of genomic sequences upstream of the transcription initiation region of differentially expressed genes in GAB-treated or *gun4-1* *Arabidopsis* seedlings using FIRE analysis did not reveal an over-representation of a promoter motif in GAB-treated *Arabidopsis* seedlings. However, an I-box motif (5′-CTTATCC-3′) was overrepresented in three clusters representing transcripts with enhanced expression in *gun4-1* seedlings (Figure 8; Data Sheet 3 in Supplementary Material). Consistently, over-represented GO categories were identified within genes forming clusters with over-represented promoter motifs. The I-box motif found in clusters C1–C3 formed by genes over-expressed in *gun4-1* seedlings seems to be a promoter element of genes involved in sucrose and light stress, but also secondary metabolic systems, e.g., cell wall biosynthesis and defense reactions (Table 4).

**Figure 8:**
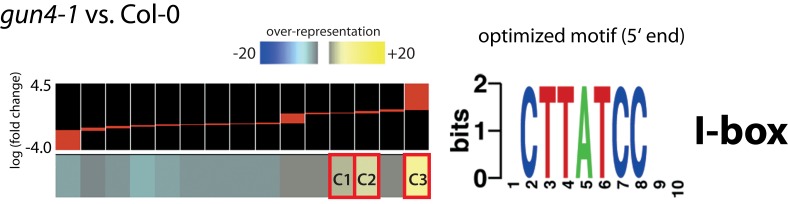
**Identification of informative promoter sequence motifs of regulated transcripts in *gun4-1* mutant seedlings compared to untreated *Arabidopsis* wild-type Col-0 seedlings**. Columns on the left correspond to groups of genes clustered according to the similarity in their expression pattern [log (fold change)] within the microarray experiments. Clusters highlighted in red (C1, C2, and C3) show a significant over-representation of the specified motif. The sequence on the right represents the optimized motif and its name based on JASPAR, TRANSFAC, or PLACE. Names and descriptions of transcripts forming clusters C1–C3 were given in Data Sheet 3 in Supplementary Material.

**Table 4:** **Cluster C1–C3 (Figure 8) showing significant over-represented specific motifs in mis-regulated genes of *gun4-1* mutants analyzed for overrepresentation of gene ontology (GO) categories**.

Cluster	Domain (C, F, P)	*P*-value	GO category	Description
C1	F	0.014	GO:0016491	Oxidoreductase activity
C2	P	0.004	GO:0009743	Response to carbohydrate stimulus
		0.032	GO:0010200	Response to chitin
C3	C	0.037	GO:0044464	Cell part
	F	0.047	GO:0005199	Structural constituent of cell wall
		0.036	GO:0016762	Xyloglucan:xyloglucoyl transferase activity
	P	0.023	GO:0050832	Defense response to fungus
		0.006	GO:0009646	Response to absence of light
		0.026	GO:0010200	Response to chitin
		0.005	GO:0009744	Response to sucrose stimulus

*The genes forming the respective clusters (Data Sheet 3 in Supplementary Material) were analyzed for over-represented GO categories (*P* ≤ 0.05). Intermediate GO categories are omitted. C, cellular component; F, molecular function; P, biological process*.

Quality and robustness of expression data obtained by microarray analysis were validated by independent expression analysis of selected genes via qRT-PCR. Therefore, 36 genes up- or down-regulated in both *gun4-1* and GAB-treated wild-type seedlings were selected either by reason of the putative chloroplast localization of their encoded proteins, their function as transcription factor, or the strong alterations in the transcript abundance determined by the microarray analysis in comparison to control (Table S2 in Supplementary Material). Quantitative RT-PCR expression analysis was performed with de-etiolated seedlings after 6 and 24 h of illumination. The data of the global transcriptome analysis were confirmed in approximately 67% of the performed qRT-PCR reactions. Moreover, the majority of transcripts being mis-regulated in GAB-treated wild-type and *gun4-1* seedlings after 6 h of de-etiolation were also mis-regulated after 24 h of light exposure (Figure 9; Table S2 in Supplementary Material). This confirmation revealed a robust data set created by microarray analysis of transcriptional changes in response to reduced ALA synthesis.

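At1g26250 had log2 fold changes of -1.07 with GAB, which did not pass (adjusted p = 0.114 from limma), and of -2.90 in gun4-1, which did. With GAB it passed with the replicate number as a block and with Benjamini-Hochberg adjustment. The paper's qRT-PCR ratios for it at 6 h are 0.84 with GAB and 0.57 in gun4-1. At3g15760 had fold changes of 1.97 and 1.93 on the array and paper's ratios of 1.29 and 1.63 at 6 h. For At5g45650, which fell by 1.29 and 1.52 on the log2 scale on the array, the paper's ratios at 6 h are 1.17 in both. Of the 31 genes that Table S2 lists as higher or lower, 12 are named on the array used here. At 6 h, 8 of the 12 had the direction of the array in GAB and 8 in gun4-1. Over 6 h and 24 h, 38 of 48 values had it, or 79.2%, and 26 of the 29 values that the table marks as significant did. Of the significant values, 8 of 11 had it at 6 h, the time of the arrays, and 18 of 18 at 24 h. The significant values with the other direction at 6 h were At1g22890 with GAB (0.67), At4g15260 in gun4-1 (0.80) and At3g05600 in gun4-1 (1.74).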

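At 24 h the paper's ratios for EXPB3 are 0.43 with GAB and 0.20 in gun4-1, and for At3g61820, with fold changes of 0.414 and 0.344 on the array at 6 h, they are 0.47 and 0.16. At4g15260, 2.01-fold and 2.05-fold higher on the array, has paper's ratios of 1.35 and 0.84. All 12 genes compared had the direction of the array in GAB at 24 h, and 10 of 12 in gun4-1. Across genes, which are not independent replicates, the log2 values of array and qRT-PCR at 24 h had a Pearson r of 0.914 with GAB (permutation p = 0.000590, adjusted over 4 relations 0.00196; Spearman's rho 0.701, permutation p = 0.0134, adjusted 0.0179) and 0.870 in gun4-1 (permutation p = 0.000980, adjusted 0.00196; rho 0.732, permutation p = 0.00903, adjusted 0.0179). At 6 h, r was 0.306 with GAB (permutation p = 0.326, adjusted 0.326; rho 0.308, permutation p = 0.325, adjusted 0.325) and 0.692 in gun4-1 (permutation p = 0.0144, adjusted 0.0192; rho 0.741, permutation p = 0.00782, adjusted 0.0179). Without the 2 genes farthest from the median array value, r was 0.873 and 0.840 at 24 h and 0.543 and 0.494 at 6 h. The study chose these genes as higher (4) or lower (8) on the same arrays, so r and its p may largely reflect this division. Leaving out 2 genes keeps both directions, and no relation within the higher or the lower genes was tested.

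**Figure D3:**
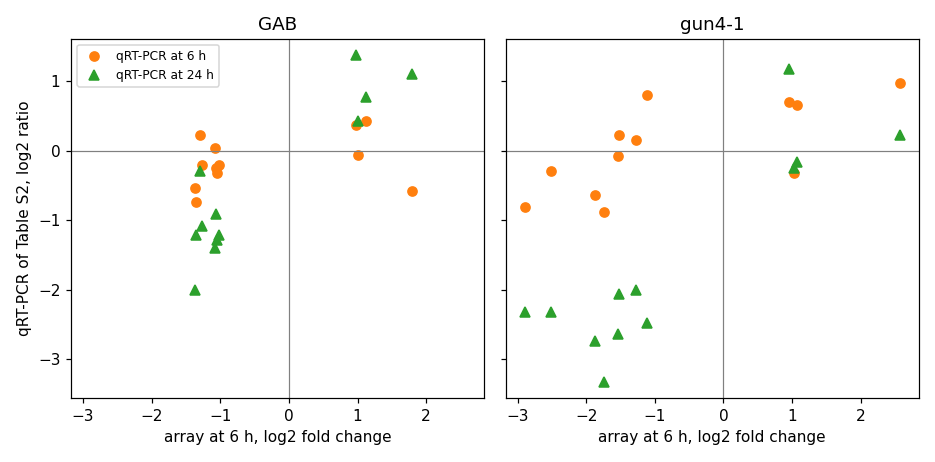
Log2 fold change on the arrays at 6 h (horizontal axis) against the log2 of the qRT-PCR ratio of Table S2 (vertical axis), for 12 genes with GAB (left) and in gun4-1 (right). Circles are qRT-PCR values at 6 h and triangles at 24 h, when the 12 genes with GAB and 10 of 12 in gun4-1 lie on the same side of 0 on both axes.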

**Figure 9:**
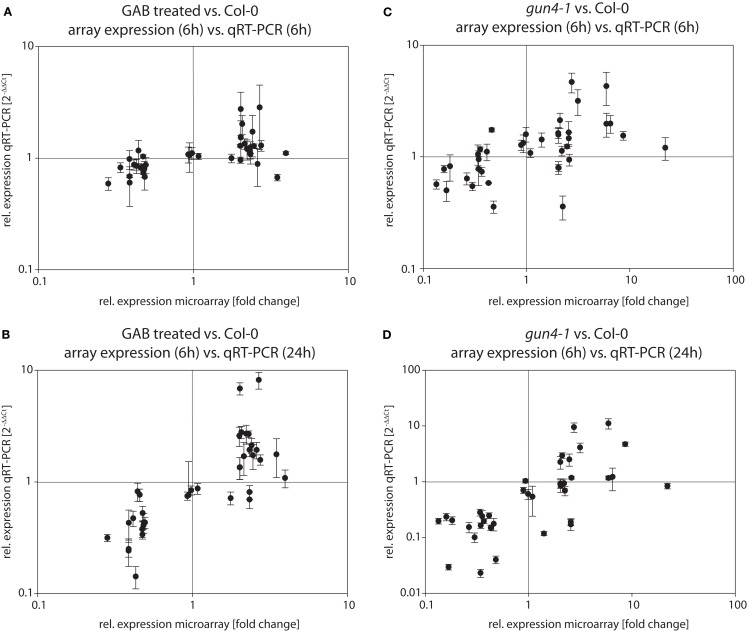
**Verification of microarray results via qRT-PCR**. RNA from GAB-treated *Arabidopsis* wild-type seedlings **(A,B)** and *gun4-1* mutant seedlings **(C,D)** was extracted 6 h **(A,C)** and 24 h **(B,D)**, respectively, after light exposure. Transcript abundance of a defined set of genes (see Tables 2 and 3 and Table S2 in Supplementary Material) was determined by quantitative real-time PCR and calculated as relative expression [2^−ΔΔCt^] compared to untreated *Arabidopsis* wild-type Col-0 seedlings. Relative expressions obtained by qRT-PCR are plotted against relative expressions in microarray experiments (sampling 6 h after light exposure) in order to compare relative expressions in both experimental approaches.

## Discussion

### Compromised ALA biosynthesis is a trait of *gun* mutants

By using GAB to reduce ALA formation we proved a role of ALA-synthesizing activity in plastid-to-nucleus communication and modulation of NGE. Transcript accumulation of *LHCB1.2* has been previously examined in NF-treated *Arabidopsis* seedlings to identify mutants affected in retrograde signaling (Susek et al., 1993). Four out of five initially identified *gun* mutants are perturbed in tetrapyrrole biosynthesis. We found that reduced ALA synthesis rates are a common metabolic trait of *gun1-1*, *hy1* (allelic to *gun2*), *hy2* (allelic to *gun3*), and *gun4-1* mutants (Figure 2). A lower ALA-synthesizing capacity has been previously reported for *gun4-1* (Peter and Grimm, 2009), and other transgenic lines with reduced expression of *CHLH*, *CHLI*, *CHLM*, and *CHLG* encoding either one of the three different Mg chelatase subunits, Mgproto methyltransferase, or Chl synthase, respectively (Figure 1; Papenbrock et al., 2000a,b; Alawady and Grimm, 2005; Shalygo et al., 2009). Mutants with deficiency in the synthesis of Mg chelatase subunits are considered to be phenotypically equivalent to the *gun5* mutant.

We added GAB to *Arabidopsis* wild-type seedlings to simulate reductions in ALA synthesis and changes in NGE of the *gun* mutants. We showed that inhibition of ALA formation by GAB mimics the *gun* phenotype in NF-treated *Arabidopsis* wild-type seedlings and results in elevated transcript levels of the photosynthetic genes *LHCB1.2* and *RBCS* compared to the NF treatment without GAB addition (Figure 3). GAB addition had similar effects on NF-treated *gun1-1* and *gun4-1* seedlings (Figure 3). In contrast to NF-treated and light-exposed seedlings, the combined addition of NF and GAB did not influence the transcript levels of *LHCB1.2* and *RBCS* in etiolated *gun*-mutant and wild-type seedlings. The lack of an effect of GAB addition on NGE in etiolated seedlings is likely explained by a minimal ALA synthesis rate caused by FLU-mediated inactivation of GluTR (Meskauskiene et al., 2001; Meskauskiene and Apel, 2002; Richter et al., 2010; Kauss et al., 2012).

### Additional ALA supply and accumulation of photosynthetic genes

Since reduced ALA synthesis was shown to mimic a *gun* phenotype in wild-type seedlings, we then added low amounts of ALA to germinating *Arabidopsis* *gun1-1* and *gun4-1* seedlings to test if elevated ALA amounts suppress the *gun* phenotype. Additional supply of low amounts of ALA decreased the transcript levels of *LHCB1.2* and *RBCS* in both etiolated and illuminated wild-type seedlings. ALA feeding potentiated the NF-induced decrease of transcript contents of photosynthetic genes in greening and green wild-type and *gun1-1* seedlings. In contrast, elevated ALA pools in *gun4-1* resulted in less pronounced changes of NGE compared to both wild-type Col-0 and *gun1-1*, indicating that *gun4-1* is less sensitive to exogenously applied ALA (Figure 4).

It was previously reported that ALA feeding of etiolated *Arabidopsis* seedlings results in an increased *LHCB* promoter-driven GUS-activity (Lopez-Juez et al., 1999), whereas the same amount of exogenous ALA leads to suppressed *LHCB* expression in dark-incubated and light-exposed seedlings (Vinti et al., 2000). An inhibition of the light signaling-mediated induction of gene expression was proposed in both cases (Lopez-Juez et al., 1999; Vinti et al., 2000). We also observed the reduction in *LHCB* and *RBCS* mRNA levels in wild-type and *gun1-1* seedlings as a response to ALA feeding (Figure 4), but cannot confirm a stimulatory effect of ALA on *LHCB1.2* expression in etiolated seedlings. The difference might be explained with different concentrations of ALA used or different developmental states of the seedlings (3 vs. 7 days dark incubation).

As feeding of *Arabidopsis* wild-type, *gun1-1* and *gun4-1* mutants with exogenous ALA represses the *gun* phenotype under NF treatment (Figure 4), we suggest that the observed changes in expression of *LHCB1.2* and *RBCS* are either due to modification of ALA biosynthesis rates or the ALA pool. This is consistent with the observed changes in the accumulation of these mRNAs in response to applied NF and GAB (Figure 3). Considering the opposite effects of ALA supply and inhibition of ALA synthesis, a direct impact of ALA biosynthesis or the ALA steady-state level is proposed.

It is remarkable that transcript accumulation of the *LHCB1.2* and *RBCS* in the NF-treated *gun4-1* mutant showed a lower sensitivity to the addition of GAB and ALA. This favors the idea of GUN4 being a component of the mechanism translating the state of plastid ALA synthesis into a nuclear response. A role of GUN4 in posttranslational regulation of ALA formation has been previously proposed (Peter and Grimm, 2009). It is hypothesized that GUN4 stimulates ALA synthesis in light. This is supported by observations that *gun4* knock-out mutants cannot survive photoperiodic growth conditions and do not accumulate Chl under these conditions, but slowly green and grow under continuous dim light.

However, although we clearly show that GAB treatment mimics the *gun* phenotype in *Arabidopsis* wild-type seedlings and excess ALA represses the *gun* phenotype of NF-treated *gun* mutants, it should be kept in mind that NF generally is a very deleterious herbicide leading to a bleaching leaf phenotype initially caused by inhibition phytoene desaturase, an enzyme involved in carotenoid biosynthesis (Breitenbach et al., 2002). It was previously suggested that retrograde signals emitted by chloroplast destruction under NF treatment are heavily influenced by production of a complex ROS pattern that likely acts as a modulator of NGE itself (Op den Camp et al., 2003; Apel and Hirt, 2004; Kim et al., 2008; Moulin et al., 2008).

Considering recently developed ideas that retrograde signaling is not necessarily the result of single and distinct emitted signal molecules but rather the result of continuously sensed metabolic and genetic activities in the organelles (Pogson et al., 2008; Kleine et al., 2009; Pfannschmidt, 2010), changes in NGE provoked by NF-induced inhibition of chloroplast development may not reflect signaling pathways under non-destructive or non-lethal conditions. In this context, it is an important observation that 6-day-old low light-exposed *gun* mutants do not display significantly increased *LHCB1.2* expression under NF treatment (Voigt et al., 2010). Moreover, the authors also found that under NF treatment *LHCB1.2* expression was not increased in several *Arabidopsis* T-DNA insertion mutants affected in genes of tetrapyrrole biosynthesis. In consequence, the appropriateness of PhANGs (e.g., *LHCB1.2*, *RBCS*, *CA*) may put into question as primary target genes of plastid signaling.

### Inhibition of ALA biosynthesis induces changes in the *Arabidopsis* transcriptome

We intended to examine the hypothesis that reduced ALA formation instantaneously releases a retrograde signal and performed a transcriptome analysis to explore rapid changes in transcript profiles in response to lower ALA biosynthesis before other regulatory mechanisms of successive changes in tetrapyrrole biosynthesis and chloroplast biogenesis proceed (e.g., photosynthesis, redox poise, ROS). The microarray analysis with GAB-treated seedlings and *gun4-1* seedlings revealed a common set of significantly up- and down-regulated genes in response to reduced ALA synthesis (Figure 5; Tables 2 and 3). In addition to previously proposed signaling derived from tetrapyrroles (Mochizuki et al., 2001; Strand et al., 2003; Woodson et al., 2011), this list of deregulated genes indicates the potential of ALA synthesis-derived retrograde signaling.

Kobayashi et al. (2009) opened the view on the interrelation between tetrapyrrole biosynthesis, function of tetrapyrrole intermediates, and the cell cycle process involved in DNA replication. The authors found a strong interdependence of plastid and mitochondrial DNA replication prior to nuclear DNA replication in the primitive red alga *Cyanidioschyzon merolae*. The coordination of nuclear DNA replication followed after the organellar replication was regulated through tetrapyrrole signaling contributing to organelle-nucleus communication. In this context it is remarkable to identify groups of over-represented GO categories among genes deregulated in seedlings with reduced ALA-synthesizing capacity that are involved in DNA replication and nuclear chromatin organization (Figure 6A). Moreover, the regulatory dependency of Mg porphyrins and plastid function of GUN1, a pentatricopeptide-repeat protein with the potential to bind nucleic acids implicates a regulatory link between tetrapyrrole biosynthesis and control of genes for DNA and RNA metabolism (Koussevitzky et al., 2007).

### What commends ALA synthesis to be a signal emitter for NGE?

Plastid signals have been proposed to convert multiple light signaling pathways controlling PhANGs (Ruckle et al., 2007). The over-representation of target genes reacting to abiotic stimuli and absence of light indicate a role of reduced ALA synthesis for modulation of light signaling networks (Figure 6B). It is conceivable that the metabolic pathway of Chl biosynthesis contributes to intracellular communication between chloroplast and nucleus in response to environmental and biological cues, such as abiotic stress and sucrose status to adjust the significant energy-converting processes of photosynthesis. In this context, the *cis*-element I-Box was found to be overrepresented in promoters of deregulated genes in *gun4-1* (Figure 8). On the other hand, among deregulated genes carrying an I-box in the promoter region genes responding to sucrose and light stress are overrepresented (Table 4). This finding is in agreement to previous results of I-Box-binding factors that are regulated by light, sugar sensing, and the circadian clock (Donald and Cashmore, 1990; Borello et al., 1993).

The compilation of up- and down-regulated genes identified in the transcriptomes of GAB-treated seedlings as well as *gun4-1* knock-down seedlings revealed a significant and representative set of identically regulated genes indicating that modified ALA biosynthesis and/or the ALA pool in plastids have an impact on NGE at early stages of plant development. Since the time point chosen in our comparative transcriptome analysis corresponded to the first detectable accumulation of Chl (Figure S4 in Supplementary Material) upon illumination of etiolated seedlings, it may be assumed that the described changes in NGE are primary effects in response to inhibited ALA formation. Moreover, typical marker genes for photosynthesis and chloroplast biogenesis are missing among these genes identified in both experimental approaches (Figure 7).

It can be concluded that our experimental setup allows an insight in the primary impact of modulated ALA biosynthesis on NGE. Consecutively, compromised tetrapyrrole biosynthesis will induce numerous regulatory adaptations to long-term perturbation of ALA biosynthesis, including modification of PhANGs expression and additional protective mechanisms against photo-oxidative damage (Op den Camp et al., 2003). This holds true for mutants with impaired tetrapyrrole biosynthesis, such as several *gun* mutants, which experience a reduced ALA synthesis followed by extenuated Chl contents. When NF-treated seedlings are short of carotenoids, Chl-binding proteins cannot be stabilized, free Chl accumulates and causes severe photo-oxidative damage in wild-type seedlings. It is suggested that reduced metabolic flow in the tetrapyrrole biosynthetic pathway will modify the potential risk of photo-oxidative stress. This is in agreement with biochemical and genetic investigations of NF-treated *gun* mutants which point to an integrative plastid signaling converging at least signals derived from tetrapyrrole biosynthesis, organellar gene expression, and abscisic acid signaling (Voigt et al., 2010).

We propose an extended concept of tetrapyrrole-mediated retrograde signaling that moves an ALA synthesis-dependent mechanism controlling NGE into focus (Figure 10). This model integrates changes in NGE of many mutants affected in tetrapyrrole biosynthesis (Mochizuki et al., 2001; Larkin et al., 2003; Woodson et al., 2011) and takes into account the deleterious properties of intermediates of the Mg branch of tetrapyrrole biosynthesis in plastid-to-nucleus communication (Mochizuki et al., 2008; Moulin et al., 2008; Kleine et al., 2009). This ALA-dependent signaling occurs apart from GUN1-mediated-signaling (Koussevitzky et al., 2007) since regulatory impact of feeding with ALA or GAB on *LHCB1.2* and *RBCS* expression acts additively to the *gun1-1* phenotype (Figures 3 and 4). Since we observed that ALA feeding did not suppress expression of *LHCB1.2* and *RCBS* in *gun4-1*, a function of GUN4 in the retrograde signaling pathway from ALA biosynthesis is suggested (Figure 4). Because multiple endogenous and environmental factors control the rate-limiting ALA synthesis and, thus, control the metabolic flow of tetrapyrrole intermediates for Chl and heme synthesis, retrograde signals emitted at the level of ALA formation are proposed to adjust the transcriptional machinery in the nucleus.

**Figure 10:**
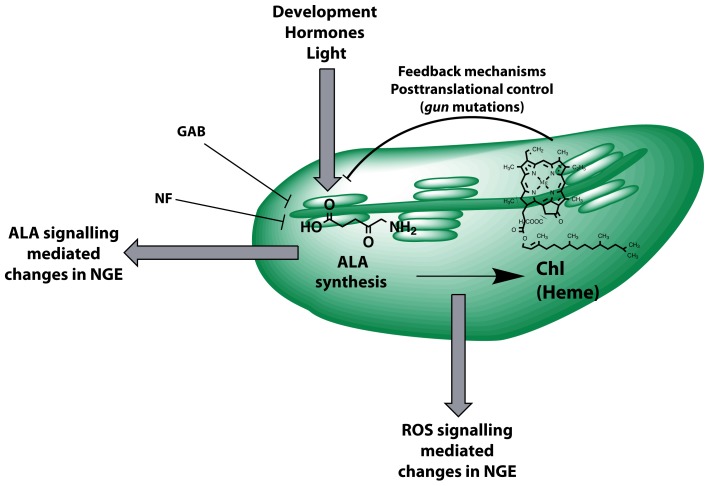
**Model summarizing control mechanisms that act on and are emitted from ALA biosynthesis**. The contribution to plastid-derived retrograde signaling is highlighted. ALA formation is posttranslationally controlled by several known feedback mechanisms of the Chl and Mg branch of the pathway (e.g., heme, Mg chelatase assembly, GUN4) also reflecting the impact of the *gun2*-*gun5* mutations on ALA synthesis. Intermediates of the tetrapyrrole biosynthetic pathway (e.g., Mg Protoporphyrin IX) were discussed to be involved in signaling pathways and likely act via reactive oxygen species (ROS)-mediated changes in nuclear gene expression (NGE). Gabaculine (GAB) directly inhibits ALA formation resulting in changes of NGE at very early stages of chloroplast development. Norflurazon (NF) inhibits tetrapyrrole biosynthesis indirectly.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found online at http://www.frontiersin.org/Plant_Physiology/10.3389/fpls.2012.00236/abstract

Supplementary Table S1 **PCR Primers to amplify gene specific probes used for quantitative real-time PCR**. Primers for *AtLHCB1.2*, and *AtRBCS* were taken from Mochizuki et al. (2008).

Supplementary Table S2 **Verification of microarray results via qRT-PCR**. RNA from GAB-treated *Arabidopsis* wild-type seedlings and *gun4-1* mutant seedlings was extracted 6 and 24 h, respectively, after light exposure. Transcript abundance of a defined set of genes was determined by quantitative real-time PCR and calculated as relative expression (2^−ΔΔCt^) compared to untreated *Arabidopsis* wild-type Col-0 seedlings. qRT-PCR data are given as average ± SD of three biological replicates. Listed are relative expressions obtained by microarray experiments (sampling 6 h after light exposure) as well as qRT-PCR in order to compare relative expressions in both experimental approaches. Relative expressions of qRT-PCR data were calculated using *AtSAND* (for 6 h values) and *AtACT2* (for 24 h values) as reference. Bold: Relative transcript abundance in GAB-treated or *gun4-1* seedlings (determined by qRT-PCR) significantly differs from the untreated *Arabidopsis* wild-type Col-0 (*P* < 0.05).

Supplementary Figure S1 **Pigment content (A) and phenotype (B) of *Arabidopsis* wild-type Col-0 seedlings, Col-0 seedlings treated with 10 μM gabaculine (GAB), and *gun4-1* mutant seedlings 6 h after de-etiolation or after 6 days growing on MS medium (control) or MS medium + 10 μM GAB**. The contents of Chl a, Chl b, and Car of the untreated controls were 0.7 ±  0.2, 0.4 ± 0.2, and 2.6 ± 0.6 ng mg fw^−1^ 6 h after deetiolation and 172 ± 20, 44 ± 3, and 57 ± 5 ng mg fw^−1^ for 6 days old seedlings, respectively.

Supplementary Figure S2 **Pchlide content of etiolated *Arabidopsis* Col-0 seedlings grown in liquid MS medium containing increasing concentrations of ALA**. Surface sterilized seedlings were germinated and grown for 3 days in darkness under continuous shaking. Above an ALA concentration of 50 μM in the medium seedlings over-accumulate Pchlide.

Supplementary Figure S3 **Phenotypes of *Arabidopsis* wild-type Col-0, *gun1-1*, and *gun4-1* treated with combinations of 1 μM norflurazon (NF), 10 μM gabaculine (GAB), and 100 μM ALA, respectively**. Seedlings were grown on 0.5 MS medium supplemented with 1% (w/v) sucrose containing the indicated chemicals for 6 days under photoperiodic growth light (12 h light/12 h dark) at 100–120 μmol photons m^−2^ s^−1^.

Supplementary Figure S4 **Pigment accumulation during de-etiolation of 3-day-old etiolated *Arabidopsis* Col-0 seedlings**. Given are means ± SD of three independent extractions.

Supplementary Figure S5 **Overrepresentation of gene ontology (GO) categories in genes showing decreased (A) and increased (B) transcript abundance in GAB-treated *Arabidopsis* wild-type Col-0 and/or *gun4-1* mutants 6 h after illumination of etiolated seedlings**. All 1032 genes being down-regulated **(A)** and 622 genes being upregulated **(B)** in both GAB treated and *gun4-1* seedlings, were analyzed for overrepresented GO categories (*P*-value of <0.05). Dotted lines indicate intermediate categories that are not shown. Calculation of overrepresented GO categories based on BiNGO 2.44.

## Footnotes

^1^http://www.kfb-regensburg.de

^2^http://www.geneontology.org

^3^http://www.arabidopsis.org

^4^http://amigo.geneontology.org

## Author Note

The submitted manuscript has been authored by a contractor of the U.S. Government under contract DE-AC05-00OR22725. Accordingly, the U.S. Government retains a non-exclusive, royalty-free license to publish or reproduce the published form of this contribution, or allow others to do so, for U.S. Government purposes.

## Abbreviations

ALA, 5-aminolevulinic acid; Chl, chlorophyll; fw, fresh weight; GAB, gabaculine; GluTR, glutamyl tRNA reductase; GO, gene ontology; GSAT, glutamate 1-semialdehyde aminotransferase; MgProto, Mg protoporphyrin IX; MgProtoME, Mg protoporphyrin IX monomethylester; NF, norflurazon; NGE, nuclear gene expression; Pchlide, protochlorophyllide; PhANGs, photosynthesis-associated nuclear genes; POR, protochlorophyllide oxidoreductase; Proto, protoporphyrin IX; ROS, reactive oxygen species.

# Supplementary material for: Evidence for a Contribution of ALA Synthesis to Plastid-To-Nucleus Signaling
**Source:** Front Plant Sci. 2012 Oct 29;3:236. doi: 10.3389/fpls.2012.00236
**Supplement:** Supplementary Table S1 — PCR Primers to amplify gene specific probes used for quantitative real-time PCR. Primers for AtLHCB1.2, and AtRBCS were taken from Mochizuki et al. (2008).

Table S1: PCR Primers to amplify gene specific probes used for Northern hybridization and quantitative Real Time PCR. Primers for *AtLHCBI.2*, and *AtRBCS* were taken from Mochizuki et al. (2008): The steady-state level of Mg-protoporphyrin IX is not a determinant of plastid-to-nucleus signaling in Arabidopsis. *Proc. Natl. Acad. Sci. U. S. A.* 105, 15184-15189.

Gene	Forward and reverse Primer sequence (5' – 3')	Gene	Forward and reverse Primer sequence (5' – 3')
At1g05560	ACTCATAGAAGGGAAACGAC<br>GCTATCTTCTCAATCTCTGTCTC	At3g22840	ATAAGCGTTGAGTCCAAGTCC<br>TCCCTTAGACGAGTGTCCCA
At1g05680	AATGATTTGCCGTCTTTCCT<br>AAACCGTAGTTCTTGTCTTCAG	At3g28740	CTCAACATGGGTTTGTGAAAGTGG<br>GGCAATTAGCTGTCTCACGTG
At1g08630	AAGACTTACGGCTGAGAACTG<br>CATTGCTTGCTGAAAGCAAGAC	At3g47340	CCAAGATGATCAAGCCAGAG<br>CCAACACCATCACTGAACTG
At1g22890	GCAACCTACGTAACAATTTGC<br>TTGTTTATGGGCCTTGTCCT	At3g48360	AAGAGGAGGAATAACGATAAGGG<br>TTTCCTAAATTGCCTGCAGAG
At1g24020	CTCAGGAACTTCAATGTCTTGTC<br>TAGTCATCCAAGCAGTGGTC	At3g61820	GGCGAGTAATTATCTGATCCC<br>ACCTTGTTGCTGTATGTTTCC
At1g26250	CCTTATGTCTATACTTCACCACC<br>GAGGAGGCTTGTAACATATGG	At4g04610	CATTGCATTTAGTGGTGCAG<br>GATTCAACCTCCCTGTATCC
At1g56650	GCTGCGAAAAGGTGCTTGACTAC<br>CCCAGCTCTTACAGGAACTTGGTG	At4g14690	CAAGCCTAAGGTGAGTACGA<br>CGAATCCAACCATTGCTAGTC
At1g61800	ACTTTGTCTGGTGGGTAGTG<br>GAAATCCGCTTCATCGTATTACC	At4g15260	GGAACGGACTTTGGATAGAG<br>CCCACAATGAGTAACAAACCC
At1g66940	CCAGGAGTTAAATGTCGTCC<br>TATTAGATTTGCCCGAACCTGC	At4g28250	CTAATCCCAGTCATTTATCGCC<br>GTCTCCTTCTCCATCTTCAAACCTC
At2g17880	GGAATTGGGAAACCGATCAG<br>ACGATAAACCGTGTTGATCC	At4g31870	ATACCCTCCCACAACCTTCTC<br>GCAAGCAACTTCTGGATGTC
At2g19800	AGACAATGTTCTCATGTCTAGG<br>CTTAGCCACCAAATACATGTAGTC	At4g34590	GGAGCAGAGGAAACGTAAACGGAT<br>CCTGAGCCGTTAGATCGTCTAGGA
At2g20570	CATCCAATGCATAACGGGACGACT<br>TGGCGGTGCTCTAAATCTCGTAGC	At4g38950	CCGTAAACTTAGTAAGGGAAGAC<br>CTTCGTTAGCTCTACATGACTC
At2g29340	CTCAATCTTATCTTGAGGACGTC<br>CCAGTAATATAAGAAGCTGCAGG	At4g39510	CCTTCCAACGCAAGTCTCCT<br>CAAACCGCTCTCATCCTTCC
At3g05600	TCTCCAAATTCGAGAAGGCA<br>GAGCTCCCAATTCAGATCCA	At5g17300	GAGCTTGAGACTCTGAAGCTGGA<br>AGACTTTGCTTCGTTGGTTCCTTG
At3g15760	TCTTGCTATCTTCAGAGGAAACG<br>TTTCCGGTTCAATCCCTCCT	At5g20230	CGATGTTGGTGATGATACGG<br>CGAAATCAAATTCGAGCTCGT

At3g26960	TTATAGAACCACTACGGATCAG<br>AACCTTATTTCTTGCCACAC	At5g45650	CTCAGGAACTTCAATGTCTTGTC<br>GTTAGTCATCCAAGCAGTGGTC
AtACT2	CCAGAAGGATGCATATGTTGGTGA<br>GAGGAGCCTCGGTAAGAAGA	At5g57560	AACTCCGCAGGAACAGTCAC<br>GTAAGGTTCTCCACTTGAATTCCC
AtGluTRBP	ATCTAGACTTTGTGGTTTCAGAAACAAA<br>TGGAAATGGAATCCTCACATC	AtSAND	AACTCTATGCAGCATTTGATCCACT<br>TGATTGCATATCTTTATCGCCATC
AtHEMA1	GTTGCATGTTTGTTGCTTCATAGAC<br>ATGTAACGATACTGGGACCAATACC	AtTOC159	GGGCTGTCTCTGGTAAAGTG<br>GCTCATCTTGTTGTTAAGTCCCG

Figure S1: Pigment content (A) and phenotype (B) of *Arabidopsis* wild-type Col-0 seedlings, Col-0 seedlings treated with 10 μ M gabaculin (GAB) and *gun4-1* mutant seedlings 6 h after deetiolation or after 6 d growing on MS medium (control) or MS medium + 10 μ M gabaculin. The contents of Chl a, Chl b and Car of the untreated controls were 0.7 ± 0.2 , 0.4 ± 0.2 and 2.6 ± 0.6 ng mg fw⁻¹ 6 h after deetiolation and 172 ± 20 , 44 ± 3 and 57 ± 5 ng mg fw⁻¹ for 6 d old seedlings respectively.

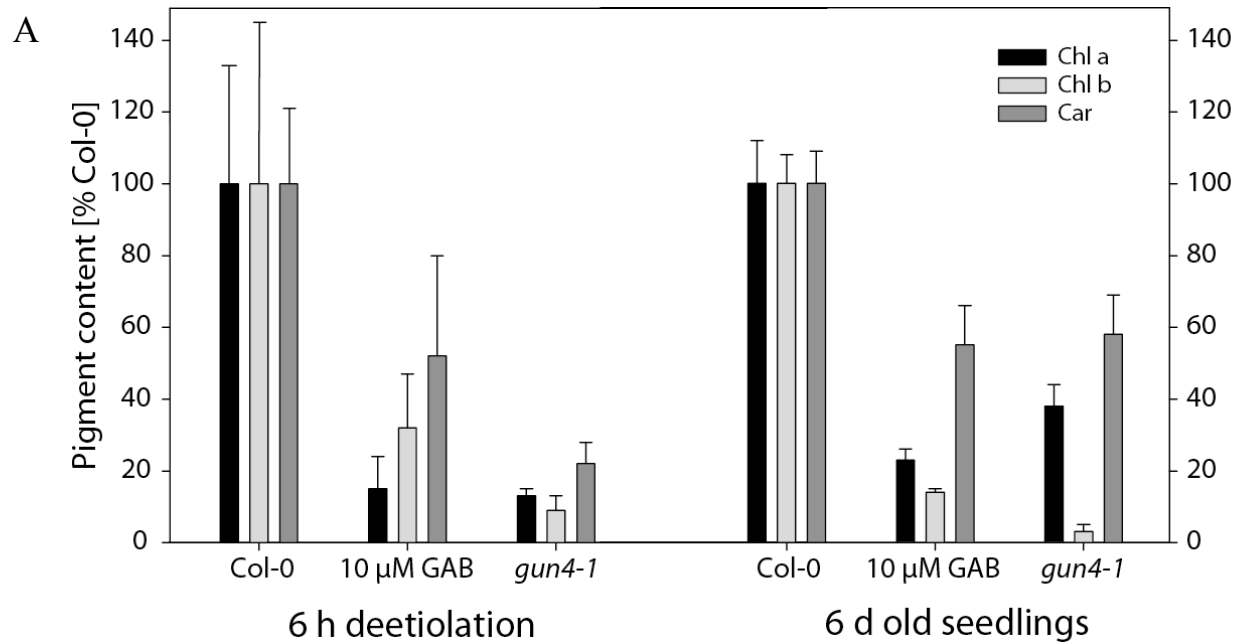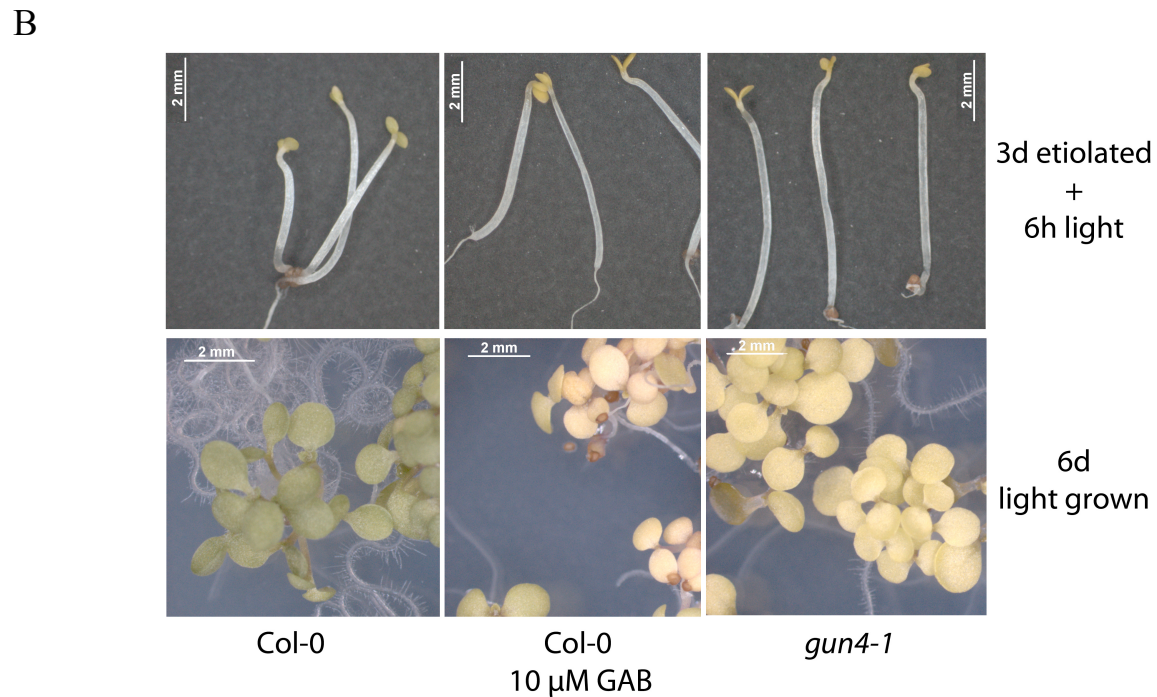

Figure S2: Pchlide content of etiolated *Arabidopsis* Col-0 seedlings grown in liquid MS-medium containing increasing concentrations of ALA. Surface sterilised seedlings were germinated and grown for 3 d in darkness under continuous shaking. Above an ALA concentration of 50 μM in the medium seedlings over-accumulate Pchlide.

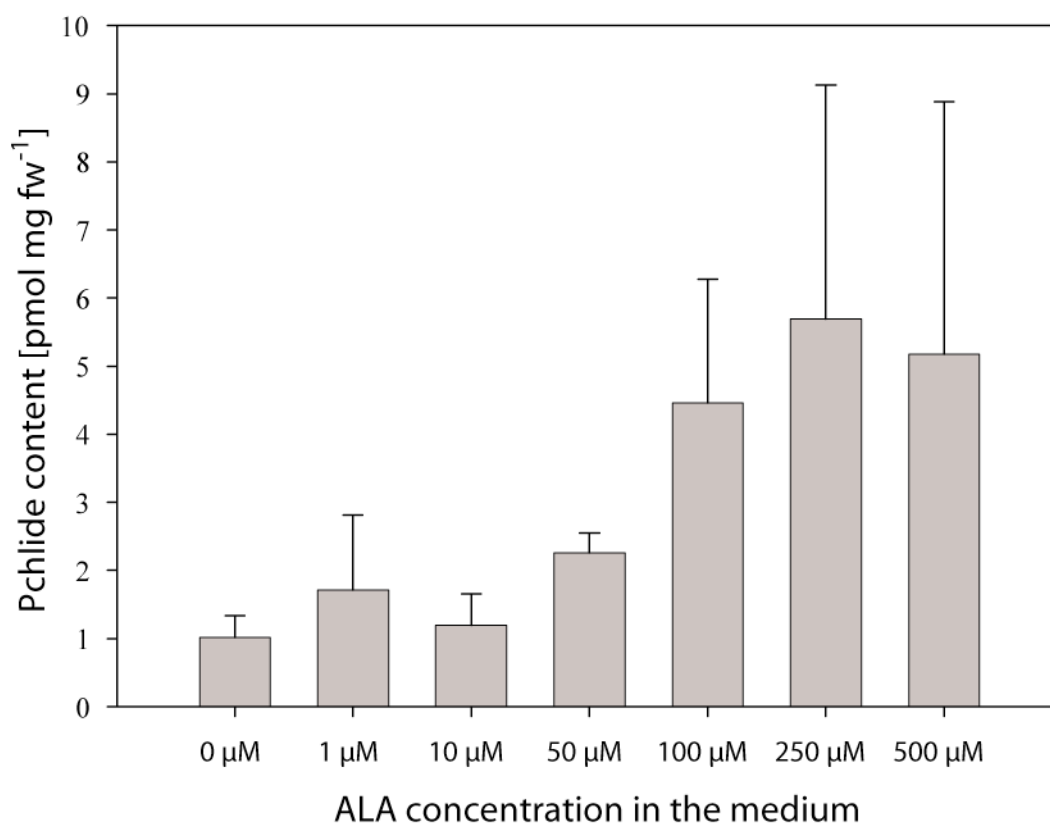

Figure S3: Phenotypes of *Arabidopsis* wild-type Col-0, *gun1-1*, and *gun4-1* treated with combinations of 1 μ M norflurazon (NF), 10 μ M gabaculin (GAB), and 100 μ M ALA, respectively. Seedlings were grown on 0.5 MS medium supplemented with 1% (w/v) sucrose containing the indicated chemicals for 6 d under photoperiodic growth light (12 h light / 12 h dark) at 100-120 μ mol photons $\text{m}^{-2} \text{s}^{-1}$.

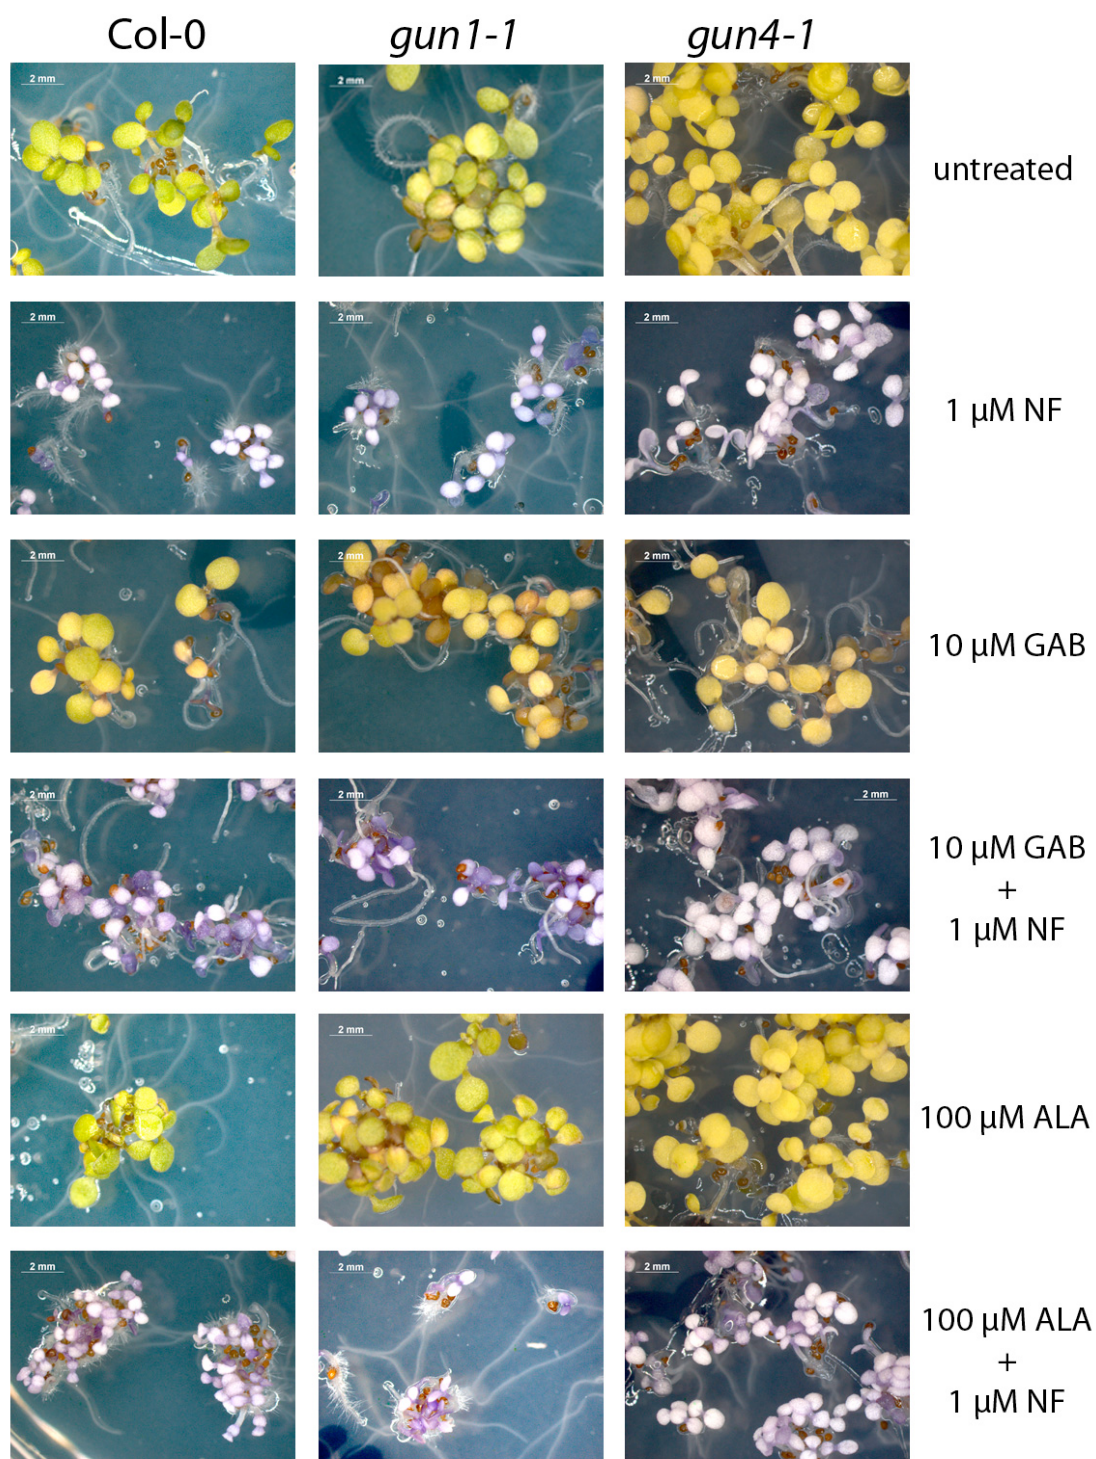

Figure S4: Pigment accumulation during deetiolation of 3 d old etiolated *Arabidopsis* Col-0 seedlings. Given are means $\pm$ S.D. of three independent extractions.

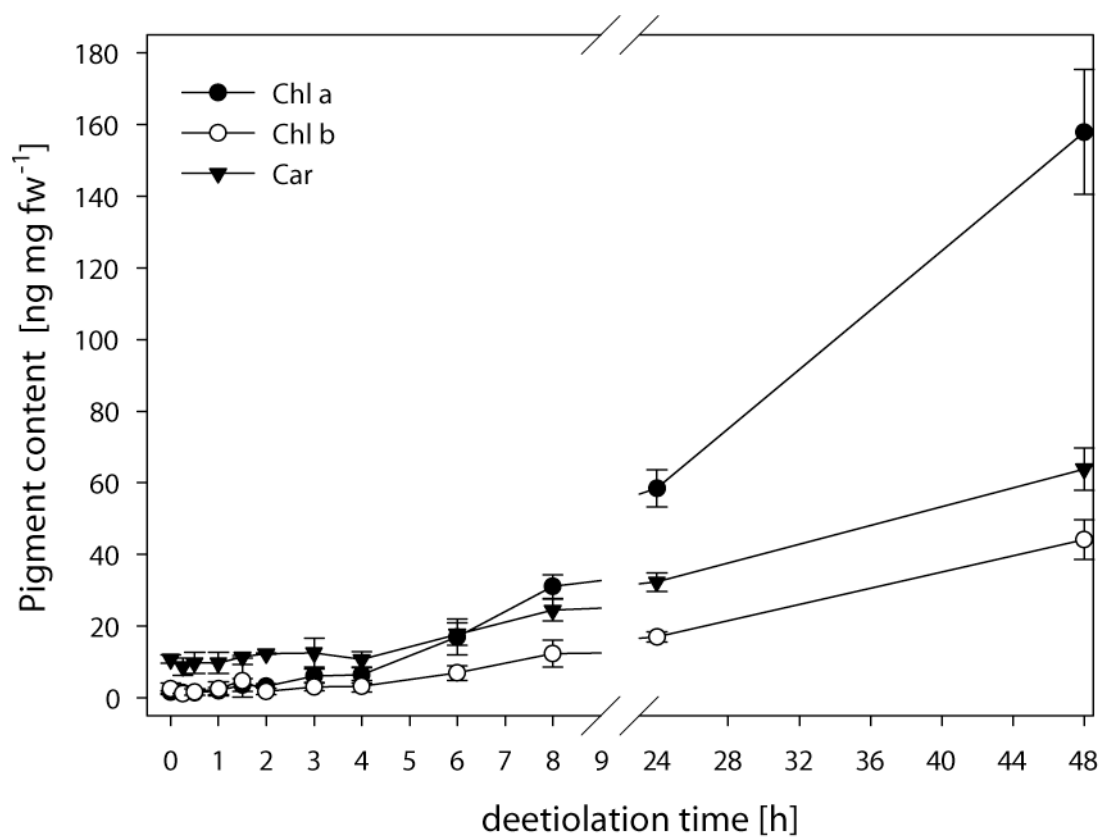

Figure S5: Over representation of gene ontology (GO) categories in genes showing decreased (A) and increased (B) transcript abundance in GAB treated *Arabidopsis* wild type Col-0 and/or *gun4-1* mutants 6 h after illumination of etiolated seedlings. All 1032 genes being downregulated (A) and 622 genes being upregulated (B) in both GAB treated and *gun4-1* seedlings, were analyzed for overrepresented GO-categories (p-value of < 0.05). Dotted lines indicate intermediate categories that are not shown. Calculation of over represented GO categories based on BiNGO 2.44.

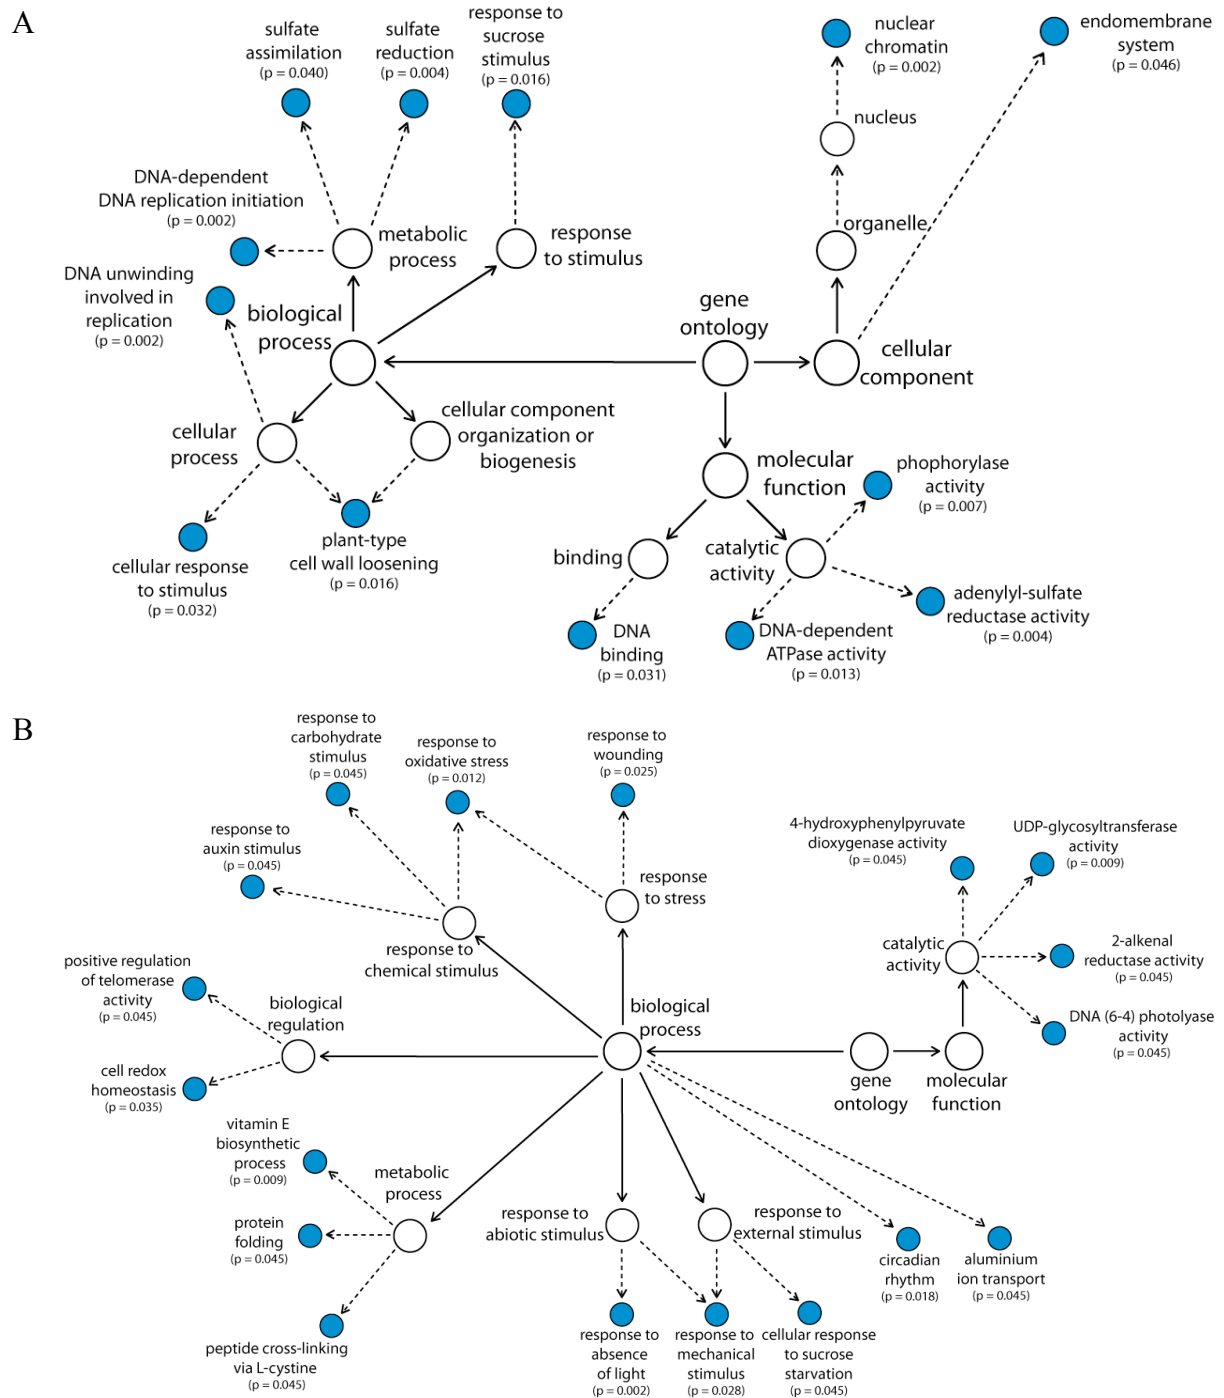

Table S2: Verification of microarray results via qRT-PCR. RNA from GAB-treated *Arabidopsis* wild type seedlings and *gun4-1* mutant seedlings was extracted 6 h and 24 h, respectively, after light exposure. Transcript abundance of a defined set of genes was determined by quantitative Real Time PCR and calculated as relative expression [$2^{-\Delta\Delta C_t}$] compared to untreated *Arabidopsis* wild type Col-0 seedlings. qRT-PCR data are given as average $\pm$ S.D. of three biological replicates. Listed are relative expressions obtained by microarray experiments (sampling 6 h after light exposure) as well as qRT-PCR in order to compare relative expressions in both experimental approaches. Relative expressions of qRT-PCR data were calculated using *AtSAND* (for 6h values) and *AtACT2* (for 24h values) as reference. Bold: Relative transcript abundance in GAB-treated or *gun4-1* seedlings (determined by qRT-PCR) significantly differs from the untreated *Arabidopsis* wild type Col-0 ($P < 0.05$).

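AtSAND (At2g28390), the reference gene of the 6 h values, had mean signals in the 3 groups of arrays of 7.95 ± 0.0975 (SD, n = 3) in Col-0, 7.97 ± 0.0492 in GAB and 7.92 ± 0.0462 in gun4-1 on the log2 scale. Its log2 fold changes were 0.02 with GAB and -0.03 in gun4-1 (standard error 0.08, adjusted p = 1 from limma in both).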

AGI<br>number	microarray data		qRT-PCR data		qRT-PCR data		Description
	fold change (<i>P</i> -value)		rel. expr. $\pm$ S.D. [$2^{-\Delta\Delta C_t}$]		rel. expr. $\pm$ S.D. [$2^{-\Delta\Delta C_t}$]		
	6 h of de-etiolation		24 h of de-etiolation				
	GAB vs.<br>Col-0	<i>gun4-1</i><br>Col-0	GAB vs.<br>Col-0	<i>gun4-1</i><br>Col-0	GAB vs.<br>Col-0	<i>gun4-1</i><br>Col-0	
**up-regulated genes**							
At1g05560	4.01<br>(0.000)	2.06<br>(0.000)	1.11 $\pm$ 0.03	0.80 $\pm$ 0.10	1.08 $\pm$ 0.20	0.93 $\pm$ 0.16	UDP-glucose:4-aminobenzoate<br>acylglucosyltransferase (UGT75B1)
At1g22890	3.71<br>(0.000)	6.33<br>(0.000)	**0.67 $\pm$ 0.05**	**1.97 $\pm$ 0.47**	**2.15 $\pm$ 0.13**	1.17 $\pm$ 0.09	unknown protein
At2g19800	2.84<br>(0.000)	2.69<br>(0.000)	**1.30 $\pm$ 0.14**	0.94 $\pm$ 0.11	**1.58 $\pm$ 0.17**	**1.18 $\pm$ 0.05**	MIOX2 (Myo-inositol oxygenase 2)
At3g47340	2.68<br>(0.000)	5.92<br>(0.000)	2.85 $\pm$ 1.66	**4.30 $\pm$ 1.42**	**8.19 $\pm$ 1.41**	**11.13 $\pm$ 2.31**	ASN1 (glutamine-dependent asparagine synthase 1)
At1g05680	2.59<br>(0.005)	2.25<br>(0.003)	0.89 $\pm$ 0.33	**0.36 $\pm$ 0.09**	**1.93 $\pm$ 0.32**	0.69 $\pm$ 0.13	UDP-glucoronosyl/UDP-glucosyl transferase
At3g28740	2.46<br>(0.001)	2.47<br>(0.000)	**1.28 $\pm$ 0.05**	**1.23 $\pm$ 0.05**	1.73 $\pm$ 0.44	**2.52 $\pm$ 0.61**	CYP81D1; electron carrier/ heme binding / iron ion<br>binding / monooxygenase/ oxygen binding
At2g17880	2.42<br>(0.001)	3.18<br>(0.000)	1.72 $\pm$ 0.70	**3.16 $\pm$ 0.83**	**2.13 $\pm$ 0.32**	**4.12 $\pm$ 0.82**	putative DNAJ heat shock protein
At4g31870	2.34<br>(0.002)	2.26<br>(0.001)	1.25 $\pm$ 0.15	1.13 $\pm$ 0.11	**1.94 $\pm$ 0.26**	0.94 $\pm$ 0.18	ATGPX7 (glutathione peroxidase 7)

At1g08630	2.31<br>(0.001)	8.62<br>(0.000)	1.16 ± 0.02	**1.55 ± 0.13**	**2.68 ± 0.18**	**4.73 ± 0.41**	THA1 (threonine aldolase 1)
At5g57560	2.22<br>(0.000)	6.49<br>(0.000)	1.21 ± 0.25	**1.98 ± 0.36**	**2.70 ± 0.52**	1.22 ± 0.53	TCH4 (touch 4); hydrolase, acting on glycosyl bonds / xyloglucan:xyloglucosyl transferase
At2g29340	2.14<br>(0.001)	2.04<br>(0.000)	1.35 ± 0.14	1.58 ± 0.26	1.70 ± 0.55	0.89 ± 0.24	short-chain dehydrogenase/reductase (SDR) family protein
At5g17300	2.07<br>(0.001)	2.12<br>(0.000)	**2.02 ± 0.38**	**2.12 ± 0.33**	**2.79 ± 0.35**	**2.96 ± 0.35**	myb family transcription factor
At5g20230	2.04<br>(0.005)	22.47<br>(0.000)	1.53 ± 0.63	1.21 ± 0.28	1.35 ± 0.30	0.84 ± 0.09	ATBCB (blue-copper binding protein)
At4g15260	2.04<br>(0.000)	2.06<br>(0.000)	0.96 ± 0.06	**0.80 ± 0.06**	1.35 ± 0.30	0.84 ± 0.07	UDP-glucuronosyl/UDP-glucosyl transferase
At3g15760	2.01<br>(0.001)	2.03<br>(0.000)	**1.29 ± 0.03**	**1.63 ± 0.17**	**2.59 ± 0.51**	**2.26 ± 0.57**	unknown protein
At3g48360	1.98<br>(0.001)	2.74<br>(0.000)	**3.33 ± 0.79**	**4.68 ± 0.94**	**6.87 ± 0.86**	**9.51 ± 1.81**	BT2 (BTB AND TAZ DOMAIN PROTEIN 2); protein binding / transcription factor/ transcription regulator

down-regulated genes

At2g20570	0.30<br>(0.000)	0.35<br>(0.000)	**0.59 ± 0.08**	1.05 ± 0.22	**0.31 ± 0.02**	**0.28 ± 0.04**	GPRI1 (GBF'S Pro-rich region-interacting factor 1)
At1g61800	0.35<br>(0.000)	0.49<br>(0.000)	0.82 ± 0.08	**0.36 ± 0.04**	**0.09 ± 0.00**	**0.04 ± 0.01**	GPT2 (glucose-6-phosphate transmembrane transporter)
At3g26960	0.37<br>(0.000)	0.29<br>(0.000)	**0.69 ± 0.02**	**0.54 ± 0.05**	**0.25 ± 0.04**	**0.10 ± 0.02**	unknown protein
At4g04610	0.39<br>(0.019)	0.17<br>(0.000)	0.98 ± 0.19	**0.50 ± 0.10**	**0.24 ± 0.07**	**0.03 ± 0.00**	APR1 (APS reductase 1)
At4g28250	0.39<br>(0.003)	0.18<br>(0.000)	0.60 ± 0.23	0.82 ± 0.22	**0.43 ± 0.13**	**0.20 ± 0.03**	ATEXPB3 (Expansin B3)
At3g61820	0.41<br>(0.000)	0.34<br>(0.000)	0.87 ± 0.09	0.95 ± 0.18	**0.47 ± 0.08**	**0.16 ± 0.02**	aspartyl protease family protein
At1g56650	0.44<br>(0.000)	0.36<br>(0.000)	0.85 ± 0.12	0.78 ± 0.23	**0.14 ± 0.03**	**0.02 ± 0.00**	PAP1 (production of anthocyanin pigment 1); DNA binding / transcription factor
At5g45650	0.44<br>(0.001)	0.36<br>(0.000)	1.17 ± 0.28	1.17 ± 0.06	0.82 ± 0.15	**0.24 ± 0.06**	subtilase family protein

At1g24020	0.46<br>(0.017)	0.16<br>(0.000)	**0.83 ± 0.05**	**0.78 ± 0.06**	0.77 ± 0.10	**0.23 ± 0.03**	MLP423 (MLP-like protein 423)
At4g34590	0.47<br>(0.003)	0.43<br>(0.000)	**0.74 ± 0.03**	**0.58 ± 0.00**	**0.34 ± 0.03**	**0.15 ± 0.02**	GBF6 (G-BOX BINDING FACTOR 6)
At1g26250	0.48<br>(0.112)	0.13<br>(0.000)	**0.84 ± 0.05**	**0.57 ± 0.05**	**0.53 ± 0.08**	**0.20 ± 0.02**	putative prolin rich extensin like familiy protein
At3g05600	0.48<br>(0.005)	0.46<br>(0.001)	0.80 ± 0.13	**1.74 ± 0.07**	**0.41 ± 0.03**	**0.18 ± 0.04**	putative epoxide hydrolase
At4g39510	0.49<br>(0.001)	0.37<br>(0.000)	**0.68 ± 0.16**	**0.74 ± 0.07**	**0.43 ± 0.09**	**0.20 ± 0.02**	CYP96A12; electron carrier/ heme binding / iron ion binding / monooxygenase/ oxygen binding
At1g66940	0.49<br>(0.002)	0.27<br>(0.000)	0.87 ± 0.14	**0.64 ± 0.08**	**0.43 ± 0.05**	**0.15 ± 0.03**	protein kinase-related
At4g38950	0.50<br>(0.004)	0.39<br>(0.000)	1.03 ± 0.04	1.11 ± 0.19	**0.38 ± 0.06**	**0.25 ± 0.03**	kinesin motor family protein
**not regulated genes**							
AtHEMA1	0.98<br>(0.791)	0.89<br>(0.159)	1.11 ± 0.13	**1.27 ± 0.14**	0.84 ± 0.08	**0.70 ± 0.09**	GluTR (At1g58290)
AtGluTRBP	1.08<br>(0.186)	1.09<br>(0.134)	1.04 ± 0.06	1.08 ± 0.10	0.87 ± 0.10	0.54 ± 0.30	GluTRBP (At3g21200, PGR7)
AtTOC159	0.93<br>(0.352)	0.99<br>(0.873)	1.08 ± 0.18	**1.59 ± 0.23**	**0.75 ± 0.06**	**0.60 ± 0.12**	TOC159 (At4g02510)
AtELIP1	1.76<br>(1.000)	1.40<br>(1.000)	1.00 ± 0.09	1.43 ± 0.20	0.72 ± 0.09	**0.12 ± 0.01**	ELIP1, early light-inducible protein 1 (At3g22840)
AtELIP2	2.35<br>(0.607)	2.53<br>(0.173)	1.10 ± 0.12	1.47 ± 0.18	0.81 ± 0.12	**0.19 ± 0.03**	ELIP2, early light-inducible protein 2 (At4g14690)
AtLHCB1.2	0.94<br>(0.370)	0.93<br>(0.277)	1.06 ± 0.31	1.33 ± 0.24	0.76 ± 0.11	1.03 ± 0.08	LHCB1.2 (At1g29910)

How the deposited data were processed for this re-analysis (not part of the article)

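Transcripts of whole Arabidopsis seedlings were measured on 9 ATH1 arrays: 3 each of untreated Col-0, of Col-0 with 10 µM gabaculine and of gun4-1, after 3 days of darkness and 6 h of light. The deposited values are normalized log2 signals per probe set, which the authors calculated by robust multi-array average; the submitters' processing notes name Affymetrix Expression Console, without a version. No scanner data were used here, so the background correction and summary of probes are those of the authors. This summary gives exactly equal values on several arrays for 10166 of 22746 probe sets, and in 94.3% of these the repeated value is the median of the 9 arrays. On all arrays of a group the value is the same for 128 probe sets in Col-0, 138 in GAB and 70 in gun4-1. Their SD of 0 understates the error between seedlings, and how far limma's moderated variance makes up for it was not tested.

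Samples were assigned by their labels and the paper's methods. The paper's statistical note states for all experiments that they were performed independently at least 3 times; it does not say what was separate for the 3 arrays of a group, whether cultures, extractions or hybridizations. Groups were compared in limma 3.58.1 in R 4.3.3 with 1 fit of the 3 groups (6 residual degrees of freedom and 5.91 from the prior), with the Benjamini-Yekutieli adjusted p of at most 0.05 and the fold limits 1.5 and 0.667 of the paper's methods. The 64 Affymetrix control probe sets were left out. For single genes 3 arrays against 3 cannot give a two-sided exact permutation p below 0.1, so none is given. Genes were named from the platform's annotation and RefSeq: 13513 tested probe sets have 1 gene, of which 13436 matched RefSeq, 503 have several and 8730 are unnamed here. GUN4, GSA2 and the 6 marker genes of Fig. 7 are not named in the annotation used and are not analysed here. The smaller share of named probe sets limits every list: 118 of 539 listed loci have a named probe set and are called measured. The others may lie on unnamed probe sets of the same arrays.

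Genes named in the text follow a rule set in advance: those of Tables 2 and 3, Table S2 and Fig. 7 (whose values were seen), GUN4, GSA1 and GSA2, the 10 largest changes per direction and comparison among called probe sets beyond all Col-0 arrays, up to 4 members per list, and probe sets called in opposite directions. The 10 largest were taken again among probe sets with 1 gene, and 28 gene families by symbol with at least 8 members were tested; both were added after the values were seen. The reference gene AtSAND was also added. Unnamed probe sets count among the 10 largest. There were 29 gene lists, set in advance, besides all plastid-encoded and mitochondrion-encoded genes; several follow topics or genes of the paper, so they are not independent of it. Of these 31, 19 had at least 3 probe sets and were tested with camera (preset correlation 0.01, and an estimated one) and fry, with Benjamini-Hochberg adjustment. The lists with no named probe set, 6 in number, are not analysed here, though their genes may lie on unnamed ones. They are wounding and jasmonate, seed storage, plastid import, early light-induced proteins, tocopherol synthesis, and nitrogen assimilation. Over-representation among shared calls used a one-sided Fisher's exact test against 14016 probe sets that name a locus, as the gene ontology tables were not used here. Of the shared calls, 64 lower and 36 higher probe sets name a locus, so this tests the lists among these and not the paper's gene sets.

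The overlap of both comparisons was set beside 100 simulations of unchanged groups against the same Col-0 arrays. The steps were tested on simulated data: of 100 probe sets changed 2-fold, 89 (GAB) and 84 (gun4-1) were recovered with 0 false calls. The qRT-PCR ratios are those printed in Table S2, compared with the array log2 fold changes by sign and by correlation across genes with 100000 resamples. Order along the chromosomes came from RefSeq, used only for which genes are neighbours, with 10000 shuffles. Alternatives covered the adjustment, fold limit, normalization, dim probe sets, probe set types, variance model, array weights, the replicate number as a block, Student's t-test and each array left out. The promoter motif of the paper was not analysed here, as no genome was used.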

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

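The divided Col-0 arrays and the count of neighbouring genes were chosen only after the result was seen; the other tests were set after the counts of calls were known and before their own values were. The lists and alternatives were chosen before the data were examined, apart from those said to be added.

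At4g38080 and At2g25150 were lower in gun4-1 than with GAB, by direct log2 fold changes of -3.56 and -1.71 (adjusted p = 9.3e-06 and 2.4e-05 from limma). Their fold changes against Col-0 differ in sign, and the arrays without which the gun4-1 calls end are named beside the paper's statement on exceptions. For the unnamed probe set with the opposite signs the direct value was 2.72 (adjusted p = 1.9e-06).

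The paper does not discuss psbA, which encodes the D1 protein of photosystem II in the plastid: its log2 fold change in gun4-1 was -2.56 (standard error 0.10, adjusted p = 1.3e-07 from limma), lower on 3 of 3 arrays than on any Col-0 array, while the median of the 69 plastid-encoded probe sets was 0.05. How fully the labelling kit of the paper captures RNA of plastid and mitochondrial genes was not tested, so their values are array signals. Genes of xenobiotic detoxification, which the paper does not discuss as a group, had a median log2 fold change of 0.92 with GAB. In gun4-1 their median was 0.04, which did not pass (camera adjusted p = 0.650). The 18 mitochondrion-encoded probe sets had a median of 0.26 in gun4-1 (camera adjusted p = 0.00227, and 0.181 with an estimated correlation), with 2 higher, cox2 and nad9. With GAB their median was 0.08, which did not pass (camera adjusted p = 0.0822, and 0.331 with an estimated correlation). Only 1 was higher with GAB, again cox2, so the cox2 call is shared by both comparisons. The nad9 call was lost with each pair of groups fitted alone and after quantile normalization (adjusted p = 0.0548). It was also lost without Col-0 replicates 1 and 3 (0.0543 and 0.0818), and missed the fold limit without gun4-1 replicate 1 (log2 fold change 0.49).

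More probe sets passed in gun4-1 than with GAB. An offset between arrays is argued against, since after quantile normalization the ratio of calls was 4.81. The spread between gun4-1 arrays was not smaller, with a median SD 1.19 times that of the GAB arrays. This ratio could not decide the point, since the fit used a shared spread per probe set for both comparisons. Stretches of chromosome that differ between the lines are argued against as the whole cause: the largest number of calls of gun4-1 alone in 25 consecutive measured genes was 6, which 97.6% of shuffles reached. However, 59 neighbouring pairs both passed in gun4-1 alone, against a mean of 37.8 in shuffles, and 6 of 10000 shuffles reached 59, while for calls with GAB there were 4 pairs against a mean of 1.89, which 1185 shuffles reached, so short runs of neighbours may contribute; similar sequences of neighbours were not tested. A wider effect of the mutation than of the inhibitor stays open as a hypothesis.

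More probe sets were lower than higher in gun4-1. The tests of an offset between arrays left by the normalization go both ways: with each array centred on its median 47.2% of the calls were lower, and after quantile normalization 60.3% were. The median of the gun4-1 arrays minus that of the Col-0 arrays was -0.0980 on the log2 scale, while the median log2 fold change was 0.02 as deposited, 0.01 after quantile normalization and 0.12 after centring. An offset and a true excess of decreases in gun4-1 cannot be told apart here, since these settings disagree and no measure outside the arrays was used.

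The fold changes of both comparisons moved together. With the Col-0 arrays divided so that none served both, the lowest covariance of the 6 divisions was 0.0272 and the highest 0.0411, against 0.0404 with all arrays, so the shared Col-0 arrays are argued against as the whole cause. They may account for part, which the correlation, between 0.311 and 0.460, cannot settle. Each division left fewer Col-0 arrays per comparison, and this alone can lower the correlation. A shared response to lowered ALA synthesis is the biological hypothesis of the design and was not tested apart from other effects of both conditions.

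Exchanging arrays between the groups gave 10 splits per comparison, too few for a share under 0.05. The real split called 332 probe sets for GAB, 1570 for gun4-1 and 864 for gun4-1 against GAB, and the highest of the other splits called 0 in each; 1 of 10 splits, the real one, reached the real count.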

How the results depend on the processing

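The alternatives added after seeing the data were the divided Col-0 arrays, the paper's array fold changes for qRT-PCR, and leaving out probe sets with equal values within a group; the others were planned. No list or named gene run changed direction past a limit, but the balance of calls did. In gun4-1 it turned from more lower to more higher with median centring (768 and 859) and with Student's t-test (1 and 2); with GAB it turned from more higher to more lower with Benjamini-Hochberg adjustment (265 and 230), with trend and robust variance (202 and 198), counted as loci (85 and 84) and without Col-0 replicate 1 (139 and 113), and was even with probe sets of 1 locus only (79 and 79). Counts of calls (GAB lower, GAB higher, gun4-1 lower, gun4-1 higher, lower in both, higher in both) were 157, 175, 1014, 556, 117 and 94. With Benjamini-Hochberg adjustment 265 were lower with GAB, 193 were lower in both and 8 opposite; without a fold limit 959 were higher in gun4-1 and 5 opposite; with a 2-fold limit the 6 counts were 32, 65, 345, 167, 24 and 23, and 324 in gun4-1 against GAB. Centring on medians gave 859 higher in gun4-1. With probe sets of 1 locus only, where fewer were tested, they were 79, 79, 532, 282, 60 and 35, with 448 in gun4-1 against GAB, and counted as loci 85, 84, 576, 302, 66 and 36, with 498. Student's t-test, with 4 degrees of freedom per probe set, gave 0, 1, 1, 2, 0 and 0, with 0 opposite, 1 in gun4-1 against GAB and 0 genes of Tables 2 and 3. The cause of the other differences was not tested. With the replicate number as a block (replicate block) the counts were 188, 192, 1062, 581, 138 and 103; 6 of 9 same-numbered pairs of arrays correlated above 0.1 and 5 best with their own number, so the numbers are not taken to pair the arrays, and with the block At1g26250, DFR and the glutaredoxin list (adjusted p = 0.0264) passed with GAB and GH9B8 did not. Without each array in turn, GAB lower ranged from 79 (without Col-0 replicate 2) to 150, being 89 without Col-0 replicate 3, 81 without GAB replicate 2 and 99 without GAB replicate 3; GAB higher from 100 (without GAB replicate 2) to 166; gun4-1 lower from 805 to 1003 and higher from 502 to 561; lower in both from 56 to 109; higher in both from 51 to 92; opposite from 1 to 4; gun4-1 against GAB from 646 to 852. Of the genes of Tables 2 and 3, 23 passed, and 19 to 23 without an array. Lists past the limit were 6 in each comparison, 0 and 0 with an estimated correlation, 7 with GAB with the block, and 7 and 10 with fry, which tests another question; without an array they were 6 to 8 with GAB, 7 without GAB replicate 3 (glutaredoxins joined) and 8 without Col-0 replicate 1 (glutaredoxins and plastid-encoded genes, median 0.09, adjusted p = 0.00699), and 6 in gun4-1, where without gun4-1 replicate 1 DNA replication (0.0634) left and sulfate assimilation (median -0.41, 0.0275) joined; members called with GAB were 12, and 6 to 13 without an array. Over-represented lists were 1, 3 with Benjamini-Hochberg calls, 0 with brighter probe sets as background, and 1 to 2 without an array. Of qRT-PCR values 38 of 48 had the direction of the array, 11 of them for genes higher on the array, and 105 of 124 with the paper's fold changes. Without probe sets with equal values within a group, 200 of 230 values of named genes were left, and these 200 kept their call. The dropped values are those with equal signals, so this cannot tell whether equal values add calls. The promoter motif alternatives were not run. Signals near background limit dim probe sets; without the dimmest of them the counts were 160, 174, 1019, 556, 119 and 97.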

Differences from the paper's values

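No count, share or fold change set beside the paper's differed from it by more than 1.5 times at its own limits. The counts here are of probe sets, while the paper speaks of genes. Counted as loci, which leaves out unnamed probe sets, 85 were lower and 84 higher with GAB, and 576 lower and 302 higher in gun4-1. These are below the paper's counts by more than 1.5 times. The paper states that a pair of genes moved in opposite directions, and 3 probe sets did here. There were 2 with each array centred on its median, with a 2-fold limit, with probe sets of 1 locus only, counted as loci, and without gun4-1 replicate 2 or 3.

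The text on qRT-PCR gives a larger number of genes higher or lower in both conditions than Table S2, which lists 31 such genes and 6 as not regulated, 37 in all. The paper gives 67% of reactions as in keeping with the arrays and does not name the rule. With the array fold changes of the paper for all 31 genes, an alternative chosen after seeing the values, 84.7% of values had the direction of the array and 60.5% also were marked as significant. For the 12 genes named here these were 79.2% and 54.2%. At 6 h alone, 79.0% of the values of the 31 genes and 66.7% of those of the 12 had the direction of the array.

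Of the 46 P values that Tables 2 and 3 print for the 23 genes, 5 differed by more than 1.5 times from the adjusted p here after allowing for rounding. In gun4-1 the paper's P for At5g16980 is 0.011 and the adjusted p here is 0.0410; of the alternatives set before the data were examined it came within 1.5 times with each pair of groups alone (0.0103), the replicate block (0.0172) and without GAB replicates 2 and 3 (0.0119 and 0.00986), and with no other. The other 4 are for GAB. For At4g38950 (paper's P 0.004, here 0.00682) median centring (0.00548), leaving out the dimmest probe sets (0.00606) or the _s_at and _x_at probe sets (0.00631), array weights (0.00332) and leaving out gun4-1 replicate 2 (0.00518) came within it. For At3g22060 (paper's P 0.000, here 0.00169) and At5g16980 (paper's P 0.000, here 0.00108), Benjamini-Hochberg adjustment (0.000160 and 0.000102) and the fit with trend and robust variance (0.000213 and 0.000130) did, and for At5g16980 also array weights (0.000528). For At3g15760 (paper's P 0.001, here 0.000226) it was each pair of groups alone (0.00195), the replicate block (0.000838), and leaving out Col-0 replicate 1 or 3, GAB replicate 1 or 3, or any gun4-1 array (0.000370 to 0.00206). Leaving out probe sets with equal values within a group, chosen after seeing the values, brought At4g38950 and At5g16980 with GAB within it (0.00491 and 0.000694) and dropped 1 of the 23 genes.

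For 4 genes that Table S2 lists as not regulated, with the paper's fold changes from 0.89 to 1.09, the paper's P values lie between 0.134 and 0.873. In the GAB comparison here all 14639 probe sets in this range of fold changes had a Benjamini-Yekutieli adjusted p of 1. For At1g26250 with GAB the paper's P is 0.112 and the adjusted p here is 0.114; the paper counts it as lower, and it passes with the replicate block (adjusted p = 0.00725) and with Benjamini-Hochberg adjustment (adjusted p = 0.0107).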

Other observations

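The list tests were planned, and the test of gene families was chosen only after the deposited values were seen. Of 3 measured genes of anthocyanin synthesis, the glucosyltransferase gene At4g14090 was lower with GAB (log2 fold change -0.82, adjusted p = 0.0181 from limma) and in gun4-1 (0.501-fold, adjusted p = 0.00102), and DFR, which makes leucoanthocyanidins, was lower in gun4-1 (-1.43, adjusted p = 0.00144). Adjusted over the list alone, 2 were lower with GAB and 3 in gun4-1. At4g14090 was also the median gene of the list (camera adjusted p = 0.00170 with GAB and 0.00294 in gun4-1; with an estimated correlation, adjusted p = 0.231 in both). With GAB this gene did not pass with each pair of groups fitted alone. It also did not pass without Col-0 replicates 1 and 2 (adjusted p = 0.0774 and 0.128) or GAB replicates 1, 2 and 3 (0.0543, 0.133 and 0.0921). HYH, a transcription factor of light signaling and the only gene measured of its list, was higher in gun4-1 (0.61, adjusted p = 0.0168) and not with GAB (0.53, adjusted p = 0.134). In gun4-1 it did not pass with each pair of groups fitted alone. It also did not pass there without Col-0 replicates 2 and 3 (adjusted p = 0.0942 and 0.0916) or gun4-1 replicates 1 and 2 (0.0818 and 0.0539).

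Of 12 expansins and xyloglucan transferases, 2 were lower with GAB and 3 were lower and 1 higher in gun4-1 (the same counts adjusted over the list alone), EXPA15 among the lower (-1.01, adjusted p = 0.000370). The shift was -0.28 with GAB (camera adjusted p = 0.00246; with an estimated correlation, adjusted p = 0.101); in gun4-1 the median was 0.18 and the mean -0.22, and the list did not pass. It was the only list over-represented among probe sets lower in both (2 of 12 measured members, among the 64 of 117 that name a locus, one-sided Fisher's exact test, adjusted p = 0.0500), but both genes are in Table 2, which had been read when the list was made, so this is no independent evidence, and with only brighter probe sets as background the adjusted p was 0.0899.

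Of 4 genes of the stomatal lineage none passed in either comparison, with medians of -0.08 and -0.17; SPCH in gun4-1 had an adjusted p of 0.0382 and lay inside the fold limits (-0.54). AUR1, a kinase of dividing cells and 1 of 2 measured, was lower in gun4-1 (-0.64, adjusted p = 0.0176). This call was lost with each pair of groups fitted alone and with median centring (-0.54). It was also lost without Col-0 replicates 2 and 3 (adjusted p = 0.0575 and 0.0562) and without gun4-1 replicates 1 and 2 (0.0915 and 0.0615). Of the root hair genes EXPA7 and EXPA18, neither passed; EXPA7 in gun4-1 was 0.56 (adjusted p = 0.114) and passed after quantile normalization (0.66, adjusted p = 0.0208), with median centring (0.66, adjusted p = 0.0203) and without gun4-1 replicate 1 (0.71, adjusted p = 0.0292). Of 3 probe sets of abscisic acid and cold, and of ATERDJ3B (ER protein folding), LYC (carotenoid synthesis) and ATHSP22.0 (heat shock), none passed.

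Of the 28 gene families, 2 passed camera with GAB and 1 in gun4-1, each with an adjusted p of 0.0414. With GAB the 10 EXPA expansins had a median of -0.28 and none was called, and of 47 UGT glycosyltransferases 3 were higher and 1 lower, with a median of 0.05. In gun4-1, of 15 IQD genes 3 were lower and none higher, with a median of -0.28. With an estimated correlation none of the families passed (for these 3, adjusted p = 0.440, 0.465 and 0.440), and no family was over-represented among the shared calls.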
